# Enhanced pro-apoptosis gene signature following the activation of TAp63α in oocytes upon γ irradiation

**DOI:** 10.1038/s41419-022-04659-2

**Published:** 2022-03-04

**Authors:** Niclas Fester, Elisabeth Zielonka, Jakob Goldmann, Ann-Sophie Frombach, Uta Müller-Kuller, Niklas Gutfreund, Kristina Riegel, Jos G. A. Smits, Enrico Schleiff, Krishnaraj Rajalingam, Huiqing Zhou, Stefan Simm, Volker Dötsch

**Keywords:** Radiotherapy, Mechanisms of disease

## Abstract

Specialized surveillance mechanisms are essential to maintain the genetic integrity of germ cells, which are not only the source of all somatic cells but also of the germ cells of the next generation. DNA damage and chromosomal aberrations are, therefore, not only detrimental for the individual but affect the entire species. In oocytes, the surveillance of the structural integrity of the DNA is maintained by the p53 family member TAp63α. The TAp63α protein is highly expressed in a closed and inactive state and gets activated to the open conformation upon the detection of DNA damage, in particular DNA double-strand breaks. To understand the cellular response to DNA damage that leads to the TAp63α triggered oocyte death we have investigated the RNA transcriptome of oocytes following irradiation at different time points. The analysis shows enhanced expression of pro-apoptotic and typical p53 target genes such as CDKn1a or Mdm2, concomitant with the activation of TAp63α. While DNA repair genes are not upregulated, inflammation-related genes become transcribed when apoptosis is initiated by activation of STAT transcription factors. Furthermore, comparison with the transcriptional profile of the ΔNp63α isoform from other studies shows only a minimal overlap, suggesting distinct regulatory programs of different p63 isoforms.

## Introduction

The production of both female and male gametes is subject to tight quality control measures. Interestingly, the quality control mechanisms differ in both sexes [1–4]. p63 is the most important member of the p53 family involved in the surveillance of genetic quality in oocytes [5–8]. This function of p63 is most likely the original one of the entire family, while other functions such as tumor suppression have developed later [5]. This notion is supported by the observation that organisms like *C. elegans* express a p53-like protein in their germ cells [9, 10] that based on its domain structure is more p63-like than p53-like [11]. In mice, oocytes enter dictyate arrest between P2 and P5. During this dictyate arrest phase the longest p63 isoform, TAp63α, is highly expressed and retains its expression level until oocytes are recruited for ovulation [7].

We showed that during dictyate arrest TAp63α is kept in an inactive and only dimeric conformation [12]. Detection of DNA double-strand breaks results in the activation of the kinase ATM which further activates the kinase CHK2. CHK2 phosphorylates TAp63α on S582 [13] located in a loop between the SAM domain and the transactivation inhibitory domain [14, 15]. While this phosphorylation has no influence on the conformational state of TAp63α, it recruits another kinase, CK1 [16], which typically requires pre-phosphorylated substrates [17, 18]. We could show that CK1 adds four more phosphate groups in a sequential manner. Of these, the third one is the decisive phosphorylation event that results in the opening of the closed dimer into an open and tetrameric state [16]. Since this transition is irreversible [19], this third phosphorylation event constitutes “the point of no return”. This decisive third phosphorylation is the slowest, which enables the oocyte to set the level of DNA damage that triggers apoptosis [20]. While these investigations provide a detailed molecular picture of the switch that decides between life and death of the damaged oocytes, we know less about the processes taking place at the cellular level except that activation of TAp63α results in the expression of PUMA and NOXA [21]. As oocyte death is triggered also by DNA damaging chemotherapeutics leading to premature ovarian insufficiency (POI) in female cancer patients, understanding how the oocyte decides between initiating apoptosis and DNA repair is crucial for the development of a future oocyte preserving therapy. As a further step in this direction, we have investigated the development of the oocyte transcriptome in a time-dependent manner and correlated it with the activation kinetics of TAp63α.

## Results

### Kinetics of activation

Recently, we had determined the kinetics of activation of TAp63α as well as the kinetics of apoptosis in mouse ovary culture by measuring the appearance of the signal of cleaved PARP and the decline of the volume of all primordial cells following the irradiation of ovaries with 0.5 Gy [20]. These investigations have shown that after 2.5 h virtually all of TAp63α has been converted to the full tetrameric state [20]. A strong cleaved PARP signal and a decrease of pro-caspase 9 can be detected at 6 h after irradiation (ref. [20], Fig. 1 and Supplementary Fig. 1). Consistently, as previously shown, the total volume of primary oocytes as measured by GCNA-positive cells in the ovary using immunofluorescence showed a strong decrease at 6 h [20]. Together these data suggest that apoptosis is fully initiated at the 6 h time point. We, therefore, decided to characterize the initial phase of the cellular response in which the decision about death or survival of the oocytes is taken.

**Fig. 1:**
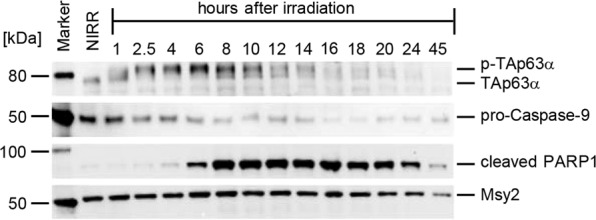
Time dependence of the level of several proteins in mouse oocytes following irradiation of ovaries with 0.5 Gy. Western blot analysis of the levels of TAp63α, its activated, phosphorylated form pTAp63α, pro-Caspase-9, cleaved PARP1, and Msy2 are shown. Msy2, a marker of oocytes, expressed in both primary as well as growing oocytes, was used as a control. The time traces indicate that after 2.5 h virtually all of TAp63α is converted to the activated form and after 6 h the signal of cleaved PARP1 starts to appear.

### Major changes in gene expression occur after 2.5 h following γ-irradiation

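RNA from oocyte preparations of P5 CD-1 mouse ovaries irradiated with 0.5 Gy was sequenced in 8 libraries. Of these, 2 each were taken at 0, 1 and 4 h and 1 each at 2.5 and 6 h. In the sample labels, replicate 1 is of the first generation and replicate 2, with the 2.5 and 6 h libraries, of the second. The labels do not say whether a generation was a batch. The authors estimated the reads of each transcript with salmon and deposited the estimated counts and TPM of 130740 transcripts per library, neither normalized between libraries nor filtered. The estimated reads of the 0 h libraries summed to 26081298 in replicate 1 and 15709549 in replicate 2. At 1 h the sums were 26499249 and 27736274, and at 4 h they were 26203391 and 28169108. The 2.5 h library held 26694892 and the 6 h library 25757398. The estimated reads were summed here over the transcripts of each of 49585 genes of the GRCm38 annotation and rounded. This left out 402 transcripts without a gene there, which held at most 0.495% of the reads of any library. The sums were normalized with edgeR's TMM method and are given as CPM, and genes with few reads were removed with edgeR's filterByExpr function. Each time point was compared with 0 h by edgeR's quasi-likelihood test in 1 model of the 8 libraries, so that the single libraries at 2.5 and 6 h took their spread from the duplicates. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1, and counts of called genes refer to protein-coding genes. A further comparison set the 4 late libraries, from 2.5, 4 and 6 h, against the 4 early libraries, from 0 and 1 h. The libraries of a side come from different time points and are not replicates of a condition, so their SD includes changes over time. Up to 3 reads are compatible with a count of 0 in a library, which covers counting error only.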

To investigate the dynamics of gene expression changes following γ-irradiation, we performed transcriptome analysis by RNA-seq. After ovaries of P5 mice were γ-irradiated with 0.5 Gy, oocytes were isolated following standard protocols, to ensure that mRNAs originated only from oocytes. We prepared samples for time points of 1, 2.5, 4, and 6 h after γ-irradiation as well as before γ-irradiation (0 h) for comparison. 

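Between 85144 and 94560 of the transcripts in each deposited file had a nonzero estimated count in the libraries of 0.5 Gy. The smallest number belonged to replicate 2 of 0 h, the library with the fewest reads, and the largest to the 6 h library. After summing over transcripts, between 36343 and 38994 genes had a nonzero count. The 10 most abundant genes held from 5.54% of the reads on genes at 2.5 h to 9.98% in replicate 2 of 0 h. Mitochondrial genes held from 2.86% to 7.28% in the same libraries. Marker genes of granulosa cells, stroma and red blood cells were read in each library of 0.5 Gy. The stroma list summed to between 2571 and 3946 CPM and the oocyte list to between 3898 and 5337. Changes over time can therefore not be assigned to oocytes alone.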

For all samples between ~70 and ~80% of all reads could be mapped to the reference transcriptome of the mouse (Ensembl version 92) [22] leading to relative expression profiles represented by pseudo counts based on the mapper Salmon (Supplementary Table 1).

A pairwise Pearson correlation between the samples was calculated to analyze the differences within the replicates (measured for the 0, 1, and 4 h time points) and between the time points (Supplementary Table 2). 

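Pearson's r was computed across genes on the TMM-normalized counts, on the linear scale, for the 28 pairs of libraries. Genes are not independent replicates, so r describes the likeness of a pair of libraries only. It ranged from 0.820 to 0.978. Between replicates it was 0.887 at 0 h, 0.952 at 1 h and 0.931 at 4 h, and its median over pairs of different time points was 0.917. The replicates of 0 h were thus less alike than the median pair of different time points, some of which share a generation while replicates do not. With log2 CPM in place of the linear scale, which moved it most, the lowest r was 0.955.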

Overall a strong correlation (>0.82) for all pairwise comparisons was observed. 

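Replicate 2 of 0 h held 39.8% fewer estimated reads than replicate 1, below all 7 other libraries of 0.5 Gy. Its r with these 7 libraries reached at most 0.944. Supplementary Table 1 gives 35141924 sequenced reads for replicate 1 and 22763162 for replicate 2, of which 74.2% and 69.0% were mapped. The paper's 35% is for sequencing depth, while the 39.8% is for the estimated reads.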

For one control replicate a 35% lower sequencing depth was observed, but the profile still correlated strongly with that of the second 0 h replicate and all other time points (0.82–0.94). 

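The comparison with 0 h covered 28468 genes, 19018 of them protein-coding. No gene was called at 1, 2.5, 4 or 6 h in this model, which leaves out the generation. The smallest adjusted p from edgeR's quasi-likelihood test was 0.534 at 1 h, 0.134 at 2.5 h, 0.0631 at 4 h and 0.0701 at 6 h. Unadjusted p-values under 0.05 were found for 722, 1071, 1133 and 1195 protein-coding genes at these time points, where chance gives 951. On simulated counts with 200 genes changed by a log2 fold change of 3, the same test recovered 174 of them at 4 h and 157 at 6 h. In that simulation, genes of similar expression had a common spread and the generations did not differ, so power on the real counts may be lower. *Eda2r* at 4 h changed by 3.97 (standard error 0.39) and was not called (adjusted p = 0.0631 from edgeR's quasi-likelihood test). The absence of calls is thus no evidence that no gene changed. With the generation as a block in edgeR's model, 0, 0, 4 and 4 protein-coding genes were called at 1, 2.5, 4 and 6 h. With the Wald test of DESeq2 and its beta prior, which the paper names, 16, 59, 96 and 113 genes were called, and 165 at any of the 4 time points. Of 44, 93, 106 and 126 genes of all kinds that the authors called, this test shared 17, 57, 78 and 80. This test called 230 genes in the simulated comparison of 4 h, 43 of them unchanged. The numbers of protein-coding genes called in the authors' own comparisons are 35, 64, 81 and 100. Across genes, the log2 fold changes from edgeR and those that the authors deposited had an r of 0.757 at 1 h and 0.706 at 6 h.

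**Figure D1:**
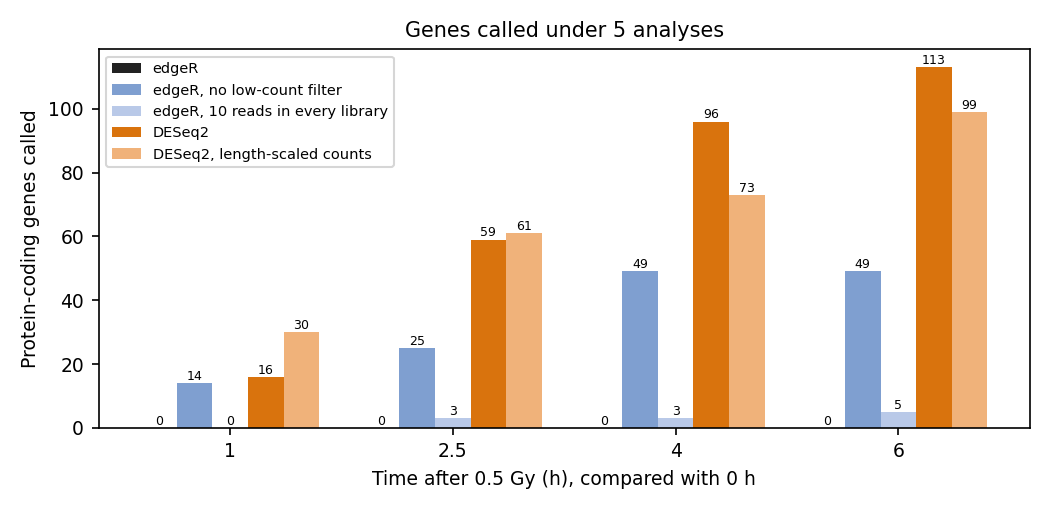
Number of protein-coding genes called (vertical axis) at each time point after 0.5 Gy against 0 h (horizontal axis) under 5 analyses. The edgeR analysis, with a model that leaves out the generation, called 0 genes at each time point and DESeq2 between 16 and 113. The analysis of length-scaled counts with DESeq2 was chosen after seeing the data.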

Differential expression analysis of all samples (1, 2.5, 4, and 6 h after γ-irradiation), in comparison to the control (0 h; Supplementary Table 3, Supplementary Table 4), revealed 167 differentially expressed protein-coding genes (DEGs, Variance calculation per gene in DESeq2 over all samples; Supplementary Table 5). To further analyze the expression behavior of these DEGs we grouped them into clusters according to their expression at specific time points (Fig. 2A). Eight clusters (Fig. 2A; Cl1–8) were selected representing 90% of the 167 protein-coding DEGs that were further characterized as up- or downregulated (Fig. 2B, C; Cl1–8up/down; Supplementary Table 5). 

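The changes of the paper's differentially expressed genes were computed as the log2 CPM at each time point minus the mean of the 0 h libraries. Of the 166 genes found in the files, 108 rose and 58 fell on average over the time points. Each 0 h library was then used alone as the reference. By more than 1 on the log2 scale, 73 genes rose against replicate 1, 72 against replicate 2 and 59 against both. The corresponding numbers of falling genes were 33, 32 and 23.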

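In the 6 genes of cluster 2 up in Supplementary Table 5, the median log2 change from 0 h was 0.94 at 1 h, 1.51 at 2.5 h, 0.25 at 4 h and 0.29 at 6 h. The 20 genes of cluster 3 up had medians of 0.66, 1.20, 1.72 and 1.38 at the same time points, and the 30 genes of cluster 4 up had 0.39, 0.54, 0.54 and 2.08. The table lists 7 genes under cluster 1 down, whose median was 1.38 at 1 h, and 6 genes under cluster 1 up, whose median was -2.45. The 2.5 and 6 h values come from 1 library each and have no replicate check. None of the genes of clusters 1, 2 and 4 was called late against early. The paper defines these clusters by a change at a single time point. A comparison that pools time points could hardly call such genes, so this result does not speak against the clusters.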

Among up-regulated genes, Cl1u–Cl4u contain genes that show enhanced expression at only one specific time point (Cl1u: 1 h; Cl2u: 2.5hu; Cl3u: 4 h; Cl4u: 6 h). 

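The median log2 change of the 15 genes of cluster 5 up was 0.87 at 1 h, 2.23 at 2.5 h, 2.86 at 4 h and 2.88 at 6 h. For the 18 genes of cluster 7 up it was 0.85, 3.08, 3.13 and 3.43, and 12 of these were called late against early. The 3 genes of cluster 8 up had medians of 1.36, 1.75, 1.35 and 1.92. All these changes share the 0 h libraries as their reference, which makes time points resemble each other without any effect. Across all genes, the log2 fold changes at 2.5 and 4 h had an r of 0.542, and simulated unchanged groups against shared 0 h libraries had a mean r of 0.397.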

Cl5–Cl8 show a constant chronological expression starting at 1 h (Cl8u), 2.5 h (Cl7u), or 4 h (Cl5u). 

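Cluster 6 up holds 5 genes, with a median log2 change from 0 h of 0.87 at 1 h, 1.62 at 2.5 h, 0.82 at 4 h and 1.79 at 6 h. The 2.5 and 6 h time points each have a single library, both of the second generation, so that their difference from 4 h was not tested against the spread of replicates.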

Only DEGs in Cl6u show a more complicated expression profile as they were expressed at 2.5 h and 6 h but not 4 h leading to a possible oscillating behavior. Further analysis showed that DEGs in Cl5 and Cl6 were all upregulated (Fig. 2C), whereas most of the DEGs in Cl8 were downregulated.

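Supplementary Table 5 gives 1 gene, *Hhip*, as cluster 6 down, with a log2 change from 0 h between -2.48 and -1.71 at the 4 time points. The 6 genes of cluster 8 down had medians of -2.35 at 1 h, -2.67 at 2.5 h, -2.91 at 4 h and -3.06 at 6 h. Their level differed between the 0 h libraries, with a median of 1.94 on the log2 scale higher in replicate 2 than in replicate 1. After 0.2 Gy, their median change from 0 h was -0.05 at 1 h, 0.02 at 2.5 h, 1.07 at 4 h and -0.01 at 6 h.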

**Fig. 2:**
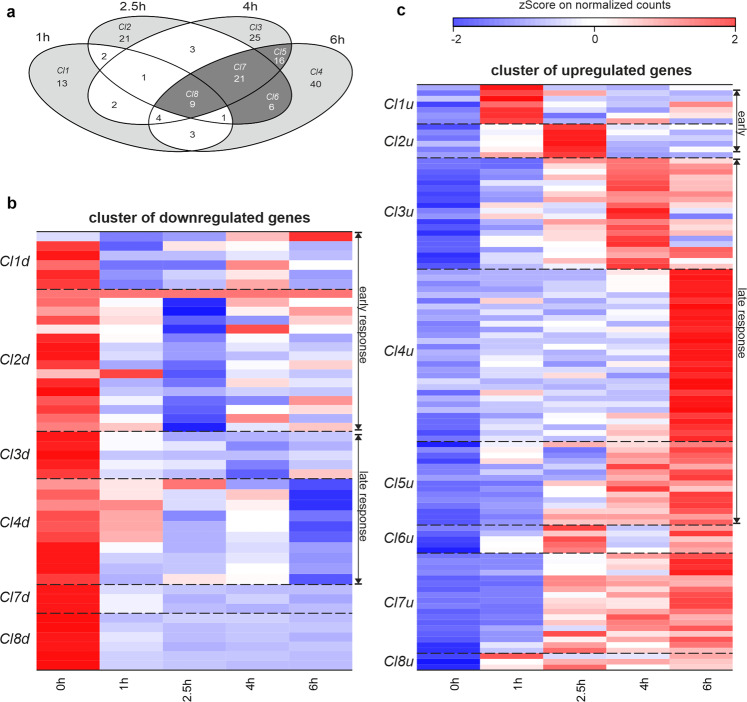
Differentially expressed genes in oocytes following γ-irradiation. **a** The Venn diagram shows the 167 protein-coding DEGs for the different time points (1, 2.5, 4, 6 h) compared to 0 h. Clusters (*Cl1*–*Cl8*) are split in up- and downregulated genes for visualization in (**b**) and (**c**). **b**, **c** *Z*-score normalized pseudocounts at the different time points after γ-irradiation of the 151 grouped (*Cl1–Cl8*) protein-coding DEGs. The *z*-score normalized pseudocounts are shown as a color gradient from blue (−2) over white (0) to red (2).

To identify the cellular consequences related to these gene expression changes we combined the hierarchy “level 3” GO-terms of biological processes (Pantherdb; Gene Ontology released 2021-02-01, DOI: 10.5281/zenodo.4495804) to 20 umbrella terms (Supplementary Table 6) and performed an overrepresentation analysis of the DEGs within the specific clusters. For the early response genes (Cl1 and Cl2) only “adhesion” is an overrepresented umbrella term, whereas for the late response genes (Cl3–Cl5) six umbrella terms are overrepresented (Fig. 3). Most of the DEGs in constant chronological expression clusters (Cl7 and Cl8) and in late response clusters (Cl3, Cl4, and Cl5) are involved in “regulation” of cellular processes (Fig. 3). The processes of “stress response” and “response to stimulus” are overrepresented in Cl7, while “development” is overrepresented in Cl8. The process of “cell death” was only observed in clusters showing expression after 2.5 h which correlates well with the activation kinetics of TAp63α (Fig. 1).

**Fig. 3:**
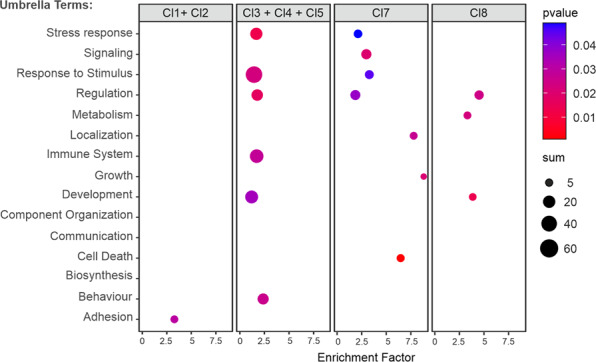
Assignment of DEGs to GO-terms based on statistical overrepresentation test and grouped umbrella terms. Shown are early response DEGs (Cl1 and Cl2), late response DEGs (Cl3–Cl5) as well as Cl7 and Cl8. Visualized are the enrichment factor (*x*-axis), the number of assigned DEGs (circle size) and adjusted p-value (color gradient 0.05 blue to 0.00 red).

To focus on important processes triggered by γ-irradiation we used a refined word mining approach selecting for GO-terms including “DNA-damage and repair”, “Necrosis” and/or “Apoptosis”. Only 19 out of the 151 DEGs (Fig. 4) could be directly assigned to at least one of these processes. A previous study from Kenzelmann et al. [23] identified 64 genes in mouse embryo fibroblasts that are directly regulated by p53 6 h after treatment with doxorubicin (Supplementary Table 7). Of these 64 genes, we found six in our list of DEGs assigned to “Apoptosis” (Fig. 4) and two involved in cell cycle arrest (Psrc2 and Ccng1). 

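The 64 genes were tested as a list in the comparison of the 4 late with the 4 early libraries. Their median log2 fold change was 0.63, and 56 of the genes were higher in the late libraries. The camera test on edgeR's fit, with a preset correlation between genes of 0.01, gave p = 6.53e-32, and fry, which estimates the correlation, gave p = 0.00115. These p-values are unadjusted and belong to a family of 6 tests of 3 lists and 2 doses. The median was above those of all 10000 random lists of the same size and similar expression. In the list, 9 genes were called over all genes tested and 15 when adjusted over the list alone. In the 8 fits that each left out 1 library, the median stayed between 0.51 and 0.72. *Ccng1* (ENSMUSG00000020326) lies on chromosome 11 of GRCm38 from 40748552 to 40755311. It had 237 ± 60.6 CPM (SD over the 4 late libraries) and 61.1 ± 14.2 in the early libraries, with a log2 fold change of 1.95 (standard error 0.22, adjusted p = 0.00471 from edgeR's quasi-likelihood test). *Eda2r* (ENSMUSG00000034457) on chromosome X, from 97333840 to 97377216, changed by 3.21 (standard error 0.35, adjusted p = 0.00362 with edgeR), and *Sesn2* by 2.48 (standard error 0.36, adjusted p = 0.0247). *Ccng1* and *Eda2r* were called in all 8 fits without 1 library, and *Sesn2* in 2 of them. *Tnfrsf10b* (1.29, adjusted p = 0.149) and *Psrc1* (0.94, adjusted p = 0.445) were higher late without being called by edgeR.

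**Figure D2:**
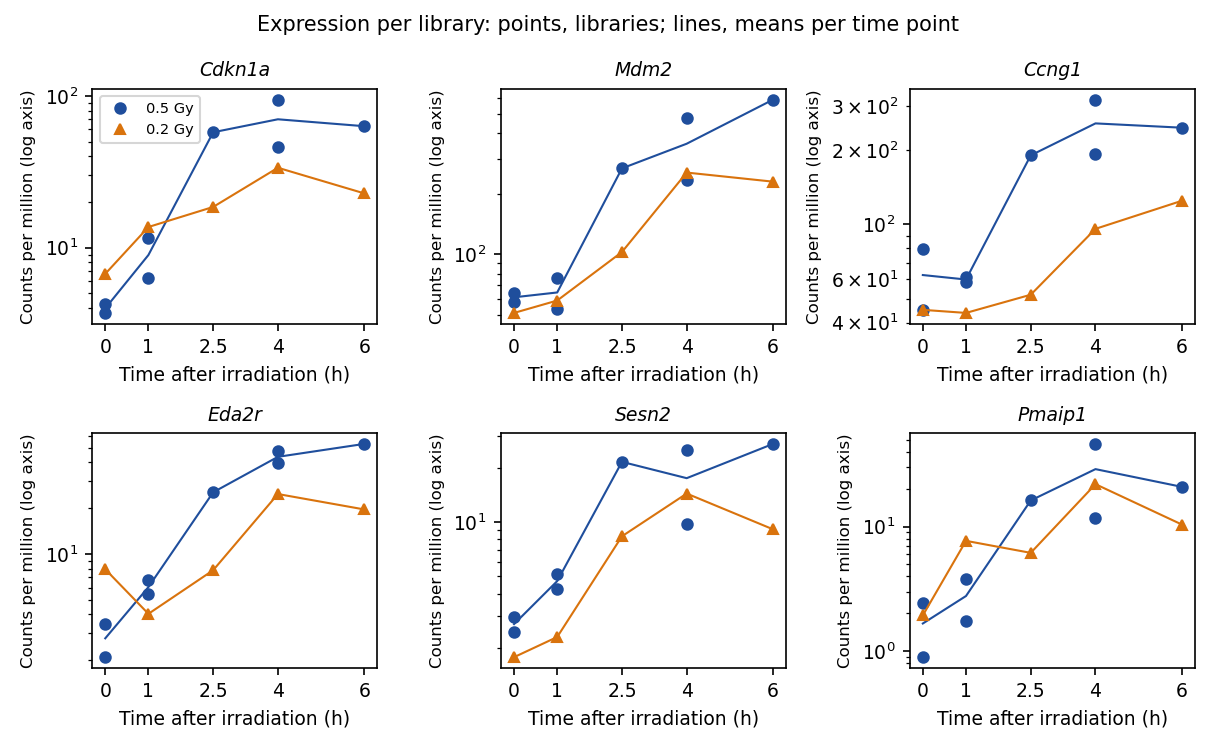
CPM (vertical, log axis) of 6 genes against the time after irradiation (horizontal axis), with 1 point per library and lines through the mean of each time point. *Ccng1* was between 45.0 and 79.7 at 0 and 1 h after 0.5 Gy and between 190.1 and 319 from 2.5 h on.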

Only four genes had a ~1.6-fold higher normalized expression before γ-irradiation than after the treatment (Lcn2, Hhip, Star, and Cbs). 

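The CPM at 0 h over the mean of the 6 later libraries gave a mean ratio of 5.57 for these 4 genes, which was 2.95 with replicate 1 of 0 h alone and 8.19 with replicate 2 alone. *Lcn2* had 0.970 CPM in replicate 1 of 0 h and 16.7 in replicate 2, against 0.300 to 1.44 in the 6 later libraries. Its log2 fold change late against early was -3.02 (adjusted p = 0.469 from edgeR's quasi-likelihood test) and -0.33 without replicate 2 of 0 h. *Hhip* had 41.1 and 15.5 CPM at 0 h and between 3.66 and 12.6 later. *Cbs* had 10.6 and 3.92 at 0 h and between 1.48 and 5.20 later, so that its log2 fold change of -0.64 late against early became 0.12 without replicate 1 of 0 h. *Star* had 10.6 and 13.8 at 0 h and between 3.79 and 14.6 later, a ratio of 1.21. None of the 4 genes was called late against early. *Lcn2* was called at every time point against 0 h with DESeq2.

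**Figure D3:**
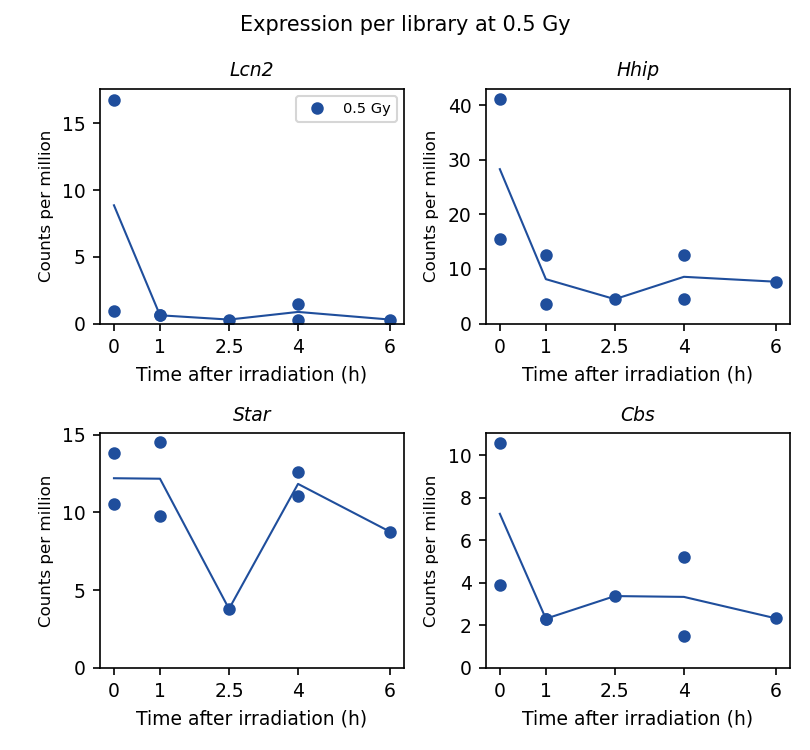
CPM (vertical axis) of *Lcn2*, *Hhip*, *Star* and *Cbs* against the time after 0.5 Gy (horizontal axis), with 1 point per library and a line through the means. The points of *Lcn2* at 0 h are 0.970 and 16.7.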

As these four genes are also involved in metabolic processes and development, they seem less important for the acute stress response following γ-irradiation. From the nine other DEGs, six showed an average 1.33-fold higher normalized expression after 2.5 h (Jag2, Zmat3, Traf3, Phlda3, Sfn, and Lhx3; Supplementary Table 3). These results lead to the conclusion that a major transcriptional change occurs after 2.5 h following γ-irradiation, which activates genes involved in DNA damage response and apoptosis. 

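In the 4 late libraries, the mean CPM of these 6 genes was higher than in the 4 early libraries by a mean ratio of 8.22. The ratio was 1.77 for *Jag2*, 2.31 for *Zmat3*, 2.49 for *Traf3*, 4.82 for *Sfn*, 6.68 for *Phlda3* and 31.2 for *Lhx3*. *Lhx3* had few reads before 2.5 h, with at most 0.243 CPM in any early library, and between 2.06 and 6.31 in the late ones. *Phlda3* (log2 fold change 2.72, standard error 0.35, adjusted p = 0.0102 from edgeR's quasi-likelihood test) and *Lhx3* (4.87, standard error 0.61) were called. In the 8 fits that each left out 1 library, *Phlda3* was called in 5 and *Lhx3* in 6. With edgeR, *Traf3* had an adjusted p of 0.0982, *Zmat3* of 0.136, *Sfn* of 0.209 and *Jag2* of 0.359. Of the sequences of 30 nt in the transcripts of *Sfn*, 27.6% also occur in transcripts of other genes, most in *Gm7850*, so its reads could have been split.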

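Late against early, 28 of 17010 protein-coding genes were called, all higher in the late libraries, and 1667 had an unadjusted p under 0.05, where chance gives 850. The paper's list of differentially expressed genes holds 19 of the called genes. Without replicate 1 or 2 of 0 h, 10 and 11 genes were called, without the 2.5 h library 13, without replicate 2 of 4 h 9 and without the 6 h library 9. The edgeR model leaves out the generation, and libraries of the second generation are more frequent among the late ones than among the early ones. With the generation as a block, edgeR called 17 genes, all higher in the late libraries. DESeq2 called 148 genes, 131 higher and 17 lower. The 5 largest changes among called genes that separated all late from all early libraries were those of *D630023F18Rik* (log2 fold change 6.28, standard error 0.56, adjusted p = 0.00250 from edgeR's quasi-likelihood test), *Myod1*, *Lhx3*, *Ankrd65* (4.80) and *Gm648* (4.50). *Myod1* had at most 3 reads in every early library and was at least 18.6-fold higher in the late ones, and it was called in 1 of the 8 fits that each left out 1 library. The genes called in all 8 of these fits were *D630023F18Rik*, *Igfals*, *Cdkn1a*, *Eda2r*, *9930012K11Rik*, *Mdm2*, *Ccng1* and *Trp53inp1*, of which *Igfals*, *9930012K11Rik* and *Trp53inp1* were named after their values were seen. *Rarg* and *Eme2* of Fig. 4 had log2 fold changes of 1.17 (standard error 0.63, adjusted p = 0.620 with edgeR) and 0.65 (standard error 0.27, adjusted p = 0.504), and 50.4% of the sequences of 30 nt of *Eme2* occur in other genes. *Mdm2* had 392 ± 169.6 CPM (SD over the 4 late libraries) against 62.8 ± 9.86 in the early ones, and *Cdkn1a* 65.2 ± 20.7 against 6.47 ± 3.58. From the rise of genes from 2.5 h on, the paper concludes that a major change of transcription takes place at this time and activates genes of the DNA damage response and of apoptosis.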

As TAp63α becomes fully transcriptionally active at 2.5 h, it seems likely that the switch in expression program at 2.5 h is mainly due to the activation of p63.

**Fig. 4:**
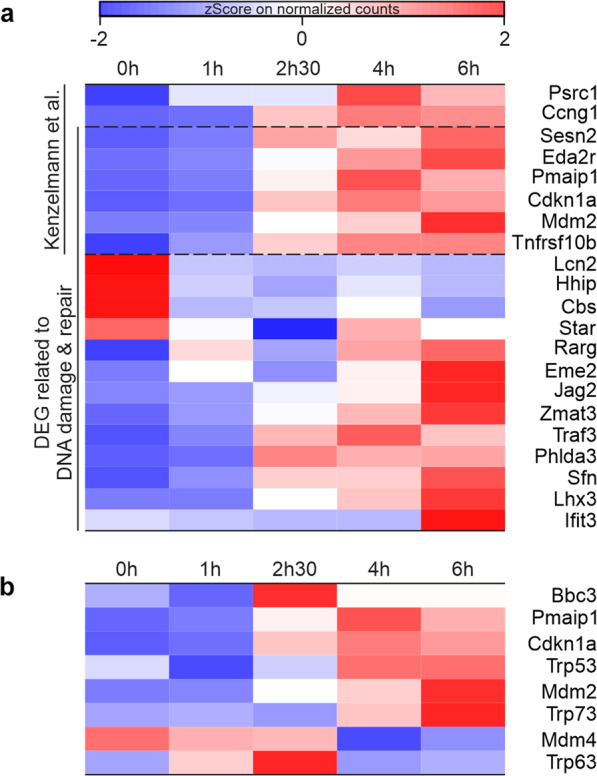
DEGs from our study related to GO-terms including “Apoptosis”, “Necroptosis”, and/or “DNA damage and repair”. **a** The six DEGs in this category and the two additional DEGs involved in cell cycle arrest, which are all known from Kenzelmann et al. to be regulated by p53, are indicated [23]. *Z*-score normalized pseudocounts are represented between −2 (blue) and 2 (red). **b** Expression profiles of members of the p53 family, *Mdm4*, and *Bbc3* (PUMA), which do not reach statistical significance in our study but are important for regulating apoptosis. For comparison, expression data for the DEGs *Pmaip1*, *Cdkn1a*, and *Mdm2* are shown.

The main effectors of p63-based induction of apoptosis in oocytes are the two BH3 only proteins PUMA (*BBC3*) and NOXA (*Pmaip1*) [21]. 

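*Pmaip1* (ENSMUSG00000024521), which encodes NOXA, lies on chromosome 18 of GRCm38 from 66458533 to 66465565. It had 0.889 and 2.43 at 0 h, 3.77 and 1.75 at 1 h, 16.2 at 2.5 h, 11.7 and 46.3 at 4 h and 20.9 at 6 h in CPM. The replicates of 4 h thus differed more than the means of 2.5, 4 and 6 h. Late against early, its log2 fold change was 3.42 (standard error 0.51, adjusted p = 0.0301 from edgeR's quasi-likelihood test), and it was called in 2 of the 8 fits that each left out 1 library. With the generation as a block in edgeR's model, it was 3.23 with an adjusted p of 0.0754 and was not called. Against 0 h, DESeq2 called it at 2.5 h (adjusted p = 0.0129) and edgeR did not (adjusted p = 0.823).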

Only *Pmaip1* could be identified as a DEG after 2.5 h assigned in cluster Cl7. 

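*Bbc3* (ENSMUSG00000002083), which encodes PUMA, lies on chromosome 7 from 16308393 to 16318205. It had 1.37 and 0.810 at 0 h, 0.446 and 1.34 at 1 h, 3.38 at 2.5 h, 1.60 and 2.20 at 4 h and 2.29 at 6 h in CPM. The log2 fold change against 0 h was 1.64 at 2.5 h (standard error 0.81), 0.81 at 4 h (standard error 0.70) and 1.10 at 6 h (standard error 0.82). The differences between 2.5 h and the later time points were of about the size of these standard errors. Late against early it was 1.24 (adjusted p = 0.469 from edgeR's quasi-likelihood test).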

Although *BBC3* is not detected as one of the DEGs (adj. *p*-value > 0.05), *BBC3* gets upregulated at 2.5 h but to a lesser extent at 4 and 6 h. We also investigated the expression of *Trp63*, *Trp53*, and *Trp73* as well as *Mdm4*. Of these, only *Trp73* shows an increasing upregulation over the investigated period. In contrast, *Mdm4* becomes downregulated following irradiation (Fig. 4b; Supplementary Table 3) which is in stark contrast to the p53-focused study in MEFs [23] where *Mdm4* is as strongly upregulated as *Mdm2*.

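*Trp73* (ENSMUSG00000029026) on chromosome 4 had few reads, with 0.647 and 0.203 CPM at 0 h, 0.730 and 0.448 at 1 h and 0.601 at 2.5 h. It was 1.17 and 5.08 at 4 h and 5.18 at 6 h, so that no rise was detectable up to 2.5 h at this depth. The log2 fold change late against early was 2.53 (standard error 0.71, adjusted p = 0.322 from edgeR's quasi-likelihood test). *Trp73os* overlaps it on the other strand. *Trp53* changed by 0.15 (standard error 0.18) and *Trp63* by 0.05 (standard error 0.23), with 104 ± 26.1 and 83.4 ± 24.6 CPM (SD) in the 4 early libraries. The change of *Trp63* turned to -0.12 without replicate 1 of 0 h and to -0.11 without the 2.5 h library.

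**Figure D4:**
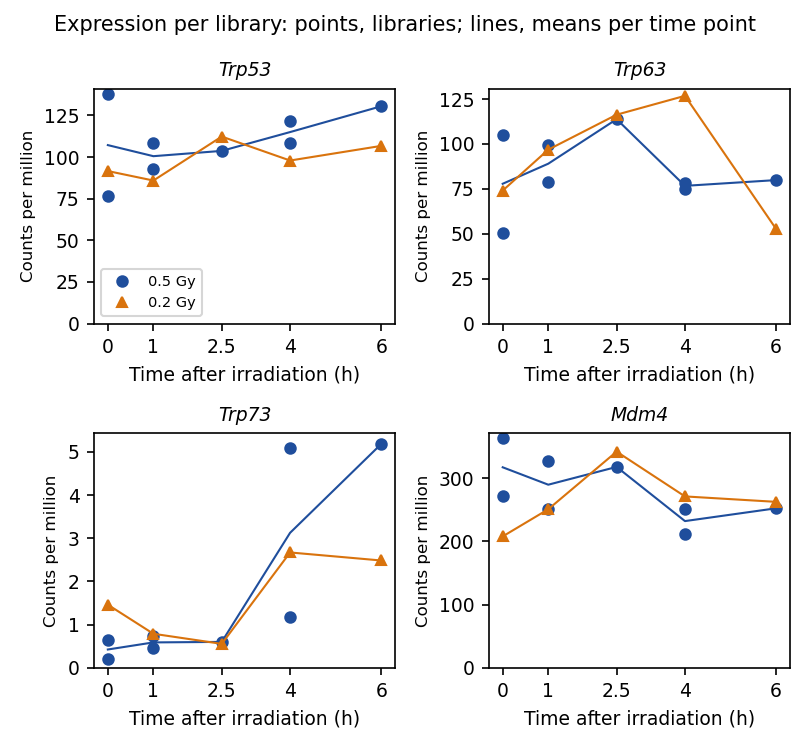
CPM (vertical axis) of *Trp53*, *Trp63*, *Trp73* and *Mdm4* against the time after irradiation with 0.5 or 0.2 Gy (horizontal axis), with 1 point per library and lines through the means. *Trp73* at 0.5 Gy was at most 0.730 up to 2.5 h.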

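*Mdm4* (ENSMUSG00000054387) on chromosome 1 had 271 and 364 at 0 h, 252 and 328 at 1 h, 318 at 2.5 h, 213 and 252 at 4 h and 252 at 6 h in CPM. Its log2 fold change late against early was -0.24 (standard error 0.17, adjusted p = 0.711 from edgeR's quasi-likelihood test) and stayed between -0.35 and -0.13 in the 8 fits that each left out 1 library. The mean was 259 ± 43.7 CPM in the late libraries and 304 ± 51.3 in the early ones, and the SD of each side includes the difference between generations. Within each generation of 0.5 Gy, the level fell from 0 to 1 h and from 1 to 4 h. After 0.2 Gy, without replicates, it was 208, 251, 342, 271 and 263 CPM at 0, 1, 2.5, 4 and 6 h and did not fall in these steps. Of its sequences of 30 nt, 14.4% also occur in other genes, most in the pseudogene *Mdm4-ps*.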

To validate the RNA-seq results for some selected genes we used qPCR of samples taken 2.5 h and 6 h after γ-irradiation and compared the induction levels relative to the sample before irradiation. The results confirmed the upregulation of *Cdkn1a*, *Pmaip1*, *Bbc3*, *Mdm2*, *Ccgn1*, *TP73*, and *Eda2r* and showed that *TP53* and *Mdm4* do not get upregulated (Supplementary Fig. 2).

### Comparison with other p63 regulated transcriptome analyses

p63 is not only expressed in oocytes, it is also abundant in the basal compartment of stratified and pseudo-stratified epithelial tissues [24, 25]. These cells, however, express a different isoform, ΔNp63α, which lacks the N-terminal 69 amino acids [24] including the transactivation domain localized between N8 and E24 [26]. This isoform is essential for the proliferation and differentiation of keratinocytes [27, 28], the role of ΔNp63α in keratinocytes is, however, more complex than the role of TAp63α in oocytes. ChIPseq experiments have identified many thousand binding sites, many of them in enhancer regions [29–31]. ΔNp63α is inactive on classical p53 target promotors (such as *Cdkn1a* or *Mdm2*) [24] and rather acts as a suppressor of those genes. Certain genes important for keratinocyte development are, however, regulated by ΔNp63α [32]. Several different RNA-seq and ChIPseq analyses have been performed in different cell types [33, 34]. A recent study has used induced pluripotent stem cells (iPSCs) derived from human dermal fibroblasts of healthy individuals and patients expressing the R204W or R304W mutation in the p63 DBD. These mutations abolish DNA binding and cause the EEC syndrome [35–37]. These iPSCs were induced to differentiate into keratinocytes [31] and RNA-seq analysis resulted in the identification of 296 upregulated genes in ΔNp63α mutated cells (potential loss of suppressor function) and 241 genes that were downregulated. 

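At 6 h against 0 h, a comparison with 1 library at 6 h, edgeR called none of the genes read here from Supplementary Table 8. The log2 fold change was 6.18 for *Ankrd65* (standard error 0.89), 4.28 for *Eda2r* (standard error 0.42), 3.73 for *Pmaip1* (standard error 0.86), 2.24 for *Fam167a* (standard error 0.54) and 1.38 for *Jag2* (standard error 0.44). DESeq2 called *Ankrd65* (adjusted p = 7.41e-06), *Eda2r* (adjusted p = 1.43e-16), *Pmaip1* (adjusted p = 0.00209) and *Fam167a* (adjusted p = 0.0277) at 6 h. *Ankrd65* had at most 0.121 CPM at 0 h, so that its fold depends on a few reads. *Asap1* had a log2 fold change of -0.13 (standard error 0.32). *Lypd3* had 0.364 and 0.608 CPM at 0 h, 3.45 and 3.54 at 1 h, 5.48 at 2.5 h and at most 0.751 at 4 and 6 h.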

Comparison with our data showed that the list of downregulated genes contains three of our DEGs while the list of upregulated genes contains eight DEGs from our TAp63α/oocyte study (Supplementary Table 8). Two of these genes (*EDA2R* and *PMAIP1*) are involved in apoptosis and their upregulation by loss of ΔNp63α or by activation of TAp63α suggests that ΔNp63α acts as a repressor of these genes in keratinocytes.

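*Eda2r* had 3.48 and 2.09 at 0 h, 6.69 and 5.41 at 1 h, 25.4 at 2.5 h, 39.7 and 47.3 at 4 h and 52.9 at 6 h in CPM. None of its sequences of 30 nt and 0.472% of those of *Pmaip1* occur in transcripts of other genes.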

In addition, we compared our DEG list with a recently published list compiled from all so far published p63 RNA-seq/ChIPseq studies that contain 180 targets [38] (138 upregulated, 42 downregulated genes). This comparison yielded a small number of overlapping genes (Supplementary Table 7), demonstrating again that both isoforms have very different and almost non-overlapping functions.

### Interferon-stimulated genes are upregulated at the 6 h time point

Our DEG list also contains three interferon-stimulated genes, *Ifit1*, *Ifit3*, and *Isg15* as well as the Isg15 specific Dub *Usp18*. All four genes show a very steep expression increase at 6 h (Fig. 5a). 

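In the 6 h library, *Ifit1* had 25.8 CPM, *Ifit3* 19.3, *Isg15* 10.8 and *Usp18* 46.2. In the 7 earlier libraries of 0.5 Gy, *Ifit1* lay between 0.448 and 4.66, *Ifit3* between 0.304 and 2.67, *Isg15* between 0.849 and 3.43 and *Usp18* between 1.05 and 8.43. Against 0 h, the log2 fold changes were 2.94, 3.04, 3.35 and 3.74 with standard errors of 0.72, 0.63, 0.66 and 1.00. The adjusted p-values from edgeR's quasi-likelihood test were 0.628, 0.491, 0.491 and 0.647. DESeq2 called all 4 genes, with adjusted p-values of 0.00962, 0.00304, 0.00184 and 0.00274. Of the sequences of 30 nt of *Ifit3*, 62.5% also occur in other genes, most in its copy *Ifit3b*, so that its reads could have been split between them. The rise rests on 1 library and has no replicate check.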

Based on this observation we re-investigated the expression behavior of other interferon-stimulated genes. Indeed many of them show a similar expression pattern (Fig. 5a). 

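For the 11 genes of Fig. 5a, the log2 CPM at 6 h minus the mean of the 7 earlier libraries had a median of 2.62, ranged from 0.55 to 4.38 and were above 0 in 11 of 11 genes. The same median taken for each earlier library against the others had an SD of 0.48 and reached at most 0.89. The genes were chosen by the paper for their rise. With the 0 h libraries as the reference, the median at 6 h was 2.65. *Rtp4* rose to 72.3 CPM from at most 17.3 before and *Oasl2* to 60.6 from at most 27.3. *Ifit2* at 12.8 and *Rsad2* at 7.96 lay within the range of the earlier libraries. With DESeq2, *Ifi44* (adjusted p = 0.000699) and *Rtp4* (adjusted p = 0.00227) were called at 6 h as well.

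**Figure D5:**
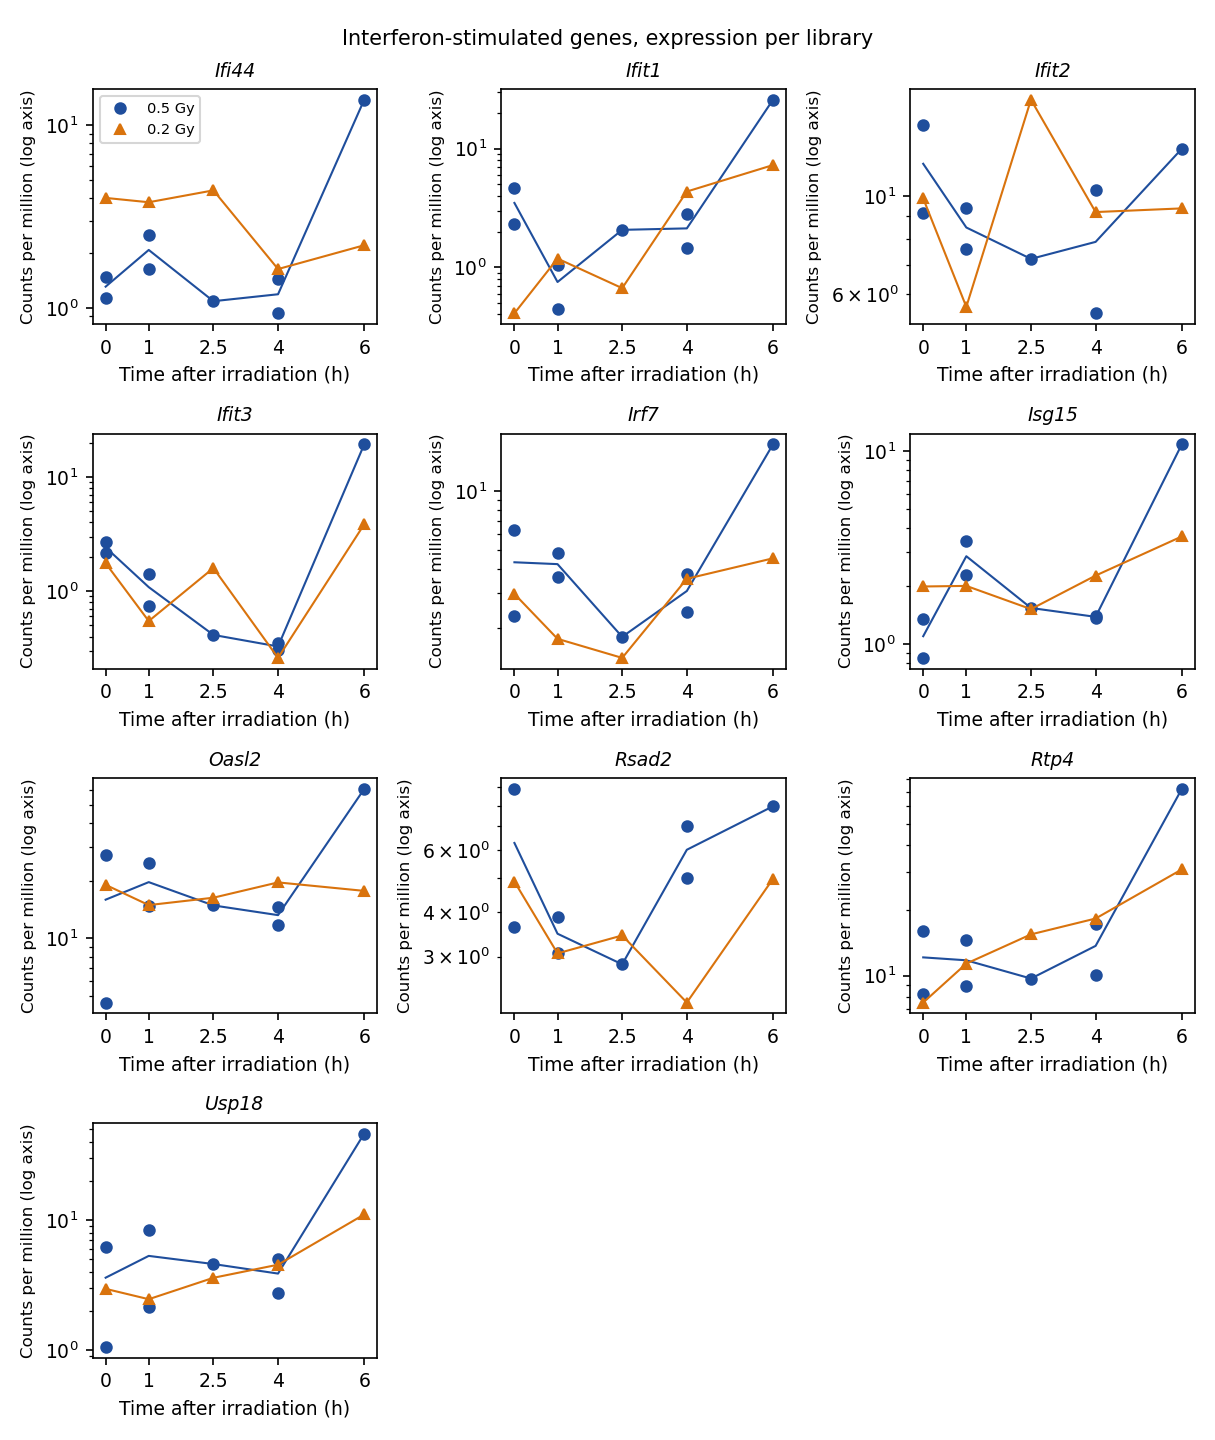
CPM (vertical, log axis) of interferon-stimulated genes of Fig. 5a against the time after irradiation with 0.5 or 0.2 Gy (horizontal axis), with 1 point per library and lines through the means. *Ifit3* at 0.5 Gy was at most 2.67 before 6 h and 19.3 at 6 h.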

To investigate if these genes are potentially regulated by p63, we analyzed their promotor regions which showed that a small number of these genes including Ifit1/2/3 and Rasd2 have a weak p63 binding motif (Supplementary Table 9). The time difference between transcription of apoptosis-involved genes (upregulated at 2.5 h) and this group of interferon-regulated genes (sharply upregulated at 6 h) combined with the lack of strong p63 binding sites triggered our search for alternative mechanisms. Typically, interferon-stimulated genes are upregulated following activation of cytokine receptors [39]. Ligand-induced dimerization activates JAK kinases which further results in phosphorylation of STAT transcription factors [40]. An alternative route is the activation of STAT proteins via the soluble tyrosine kinase c-Abl. c-Abl itself gets activated via ATM following the detection of DNA damage [41, 42] which is also the start point of the ATM-CHK2-CK1-TAp63α signal cascade. Interestingly, the effects of c-Abl inhibitors on the survival of oocytes treated with chemotherapeutics have been reported [16, 43, 44]. In order to investigate the potential role of c-Abl in the regulation of interferon-stimulated genes, we first analyzed the phosphorylation state of STAT1. Irradiation of mouse ovaries with 0.5 Gy resulted in strong STAT1 phosphorylation at the 6 h time point (Fig. 5b) which was inhibited by the treatment with the c-Abl inhibitor imatinib. This suggests that STAT1 can be activated intracellularly by c-Abl. In qPCR experiments, we further demonstrated that treatment with imatinib reduced mRNA levels of *Isg15* and *Usp18* in ovaries analyzed 6 h after irradiation, further supporting an intracellular pathway (Fig. 5c).

**Fig. 5:**
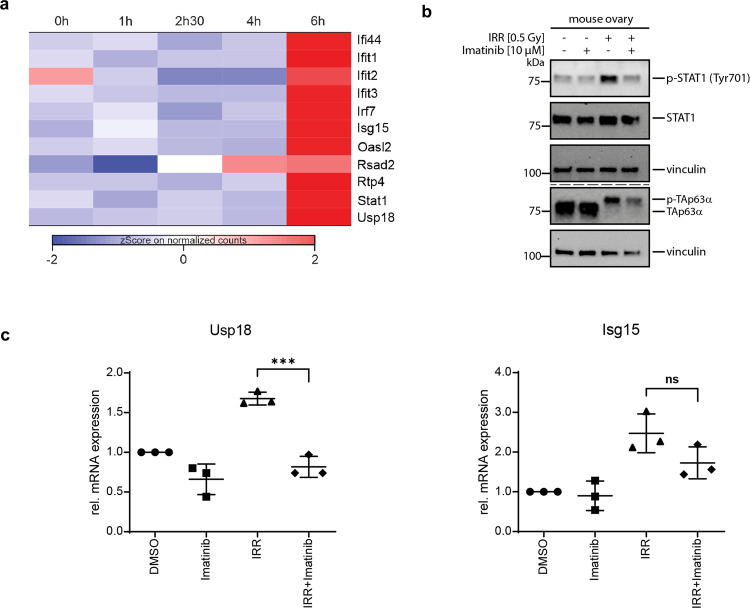
Expression kinetics of interferon-induced genes based on z-score normalized pseudocounts. **a** Several genes show a specific upregulation at the 6 h time point. Only Ifit1, Ifit3, Isg15, and Usp18 reach statistical significance in our analysis (*p*-value below 0.05 for 6 h). **b** The level of STAT1 and phosphorylated STAT1 were compared at the 6 h time point. Irradiation results in robust STAT1 phosphorylation, which is strongly reduced by adding imatinib before irradiation. The phosphorylation status of TAp63α was probed as well, showing that irradiation results in phosphorylation, which is not prevented by treatment with imatinib. **c** Usp18 and Isg15 mRNA levels were determined by real-time PCR 6 h after γ-irradiation of mouse ovaries in the presence or absence of imatinib. Irradiation (IRR) results in upregulation of both genes, which is inhibited by treatment with imatinib. The mRNA levels of non-irradiated ovaries treated with DMSO served as reference and were set to 1. The foldchange of the mRNA levels of the other conditions relative to the DMSO control was determined (*n* = 3).

### Changes in expression following lower irradiation dosage

Next, we investigated whether a slower induction of apoptosis induced by a lower irradiation dosage of 0.2 Gy allows oocytes to initiate a DNA repair response (Supplementary Table 10). This dosage is still lethal for the majority of the primary oocytes, however, oocyte death occurs slower [7]. 

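Oocyte preparations from ovaries irradiated with 0.2 Gy were sequenced in 5 libraries, 1 each at 0, 1, 2.5, 4 and 6 h, labelled as the third generation. All libraries of 0.5 Gy are of the first and second generation, so the dose cannot be told apart from the generation. The authors deposited estimated counts and TPM per transcript as for 0.5 Gy. The estimated reads summed to 30430104 at 0 h, 29607399 at 1 h, 26913727 at 2.5 h, 27067283 at 4 h and 25263647 at 6 h. No single time point has replicates, so no test was made at a time point. The 4 and 6 h libraries were compared with the 0 and 1 h libraries, in an edgeR quasi-likelihood fit that shared its spread with the 7 libraries of the same time points at 0.5 Gy. The 2.5 h libraries stayed out. Of 19065 protein-coding genes, 5 were called after 0.2 Gy, namely *Ly6g6e*, *Map3k7cl*, *D630023F18Rik*, *Vmn1r13* and *Cisd3*, and 1263 had an unadjusted p under 0.05, where chance gives 953. These genes were named after their values were seen, apart from *D630023F18Rik*. In *Ly6g6e*, *Vmn1r13* and *Cisd3*, the 0 and 1 h libraries of 0.2 Gy both lay outside the range of the other 11 libraries. *Ly6g6e* had 40.3 and 40.8 CPM there against at least 76.3, and *Cisd3* 53.3 and 45.7 against at most 8.25. *Vmn1r13* had 1.81 and 2.18 against at least 6.12. The calls of these genes may therefore come from these libraries and not from the response to the dose. With DESeq2, here without its beta prior and so unlike the counts at 0.5 Gy, 79 genes were called. In the 0 and 1 h libraries of 0.2 Gy, 42767 and 42984 genes had a nonzero count, and in the 3 later ones at most 39439. At an equal depth of 15653214 reads on genes, these 2 libraries had 39672 and 40028 genes and the 3 later ones at most 36538.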

We focused only on genes assigned to biological processes “DNA-damage and repair” and/or “Apoptosis” as well as p53 regulated genes based on Kenzelmann et al. [23] (Fig. 6a, Supplementary Table 11). 

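The apoptosis list of Supplementary Table 11 holds 21 genes. Their mean absolute log2 change from 0 h after 0.5 Gy was 0.34 at 1 h, 0.64 at 2.5 h, 0.71 at 4 h and 0.85 at 6 h, and after 0.2 Gy it was 0.40, 0.57, 0.69 and 0.70. The replicates of 4 h differed by an SD of 0.05. A mean of absolute changes rises with noise, and random lists of similar expression had 0.43, 0.57, 0.47 and 0.58 after 0.5 Gy and 0.41, 0.54, 0.57 and 0.56 after 0.2 Gy. The list stood above 98.3% of them at 4 h after 0.5 Gy and above 81.4% after 0.2 Gy. With the sign kept, the median log2 fold change late against early was 0.21 after 0.5 Gy, higher in 11 of 18 tested genes. It was 0.22 at 4 and 6 h against 0 and 1 h after 0.2 Gy, higher in 16 of 20. The camera p-values on edgeR's fits, adjusted over the 6 tests of 3 lists and 2 doses, were 0.00121 and 0.0187, and with fry the unadjusted p-values were 0.00197 and 0.00851 with edgeR. In the fit of both doses, where 4 and 6 h are compared with 0 and 1 h at either dose, the median was 0.27 after 0.5 Gy and 0.22 after 0.2 Gy, and the mean was 0.57 and 0.17. The change was lower after 0.2 Gy in 9 of 20 genes, and the difference between the doses had an adjusted p of 0.666 with camera on edgeR's fit. The median of all genes shifted by 0.08 at 0.2 Gy, and by 0.11 with DESeq2's size factors in place of TMM, to which the changes at this dose are relative.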

The RNA transcript level of genes involved in apoptosis increased over time at high and low dosage, however, the fold-change at low dosage remained lower (Fig. 6a). Similar behavior is seen for the p53 target genes (this group has some overlap with the apoptosis group, Supplementary Table 11). In contrast, nearly no increase in gene transcripts related to DNA repair was detected, neither at low nor at high dosage (Fig. 6a, Supplementary Table 11). 

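For the p53 target genes, the mean absolute log2 change from 0 h after 0.5 Gy was 0.39 at 1 h, 0.92 at 2.5 h, 0.97 at 4 h and 1.12 at 6 h. After 0.2 Gy it was 0.37, 0.50, 0.66 and 0.69. The replicates of 4 h after 0.5 Gy had an SD of 0.28 in this measure, close to the difference between the doses at 4 h. In the fit of both doses, the median log2 fold change of 4 and 6 h against 0 and 1 h was 0.72 after 0.5 Gy and 0.25 after 0.2 Gy. The change was lower after 0.2 Gy in 44 of 64 genes, with a median difference of -0.30. The test of the difference itself gave an adjusted p of 0.00529 over the 3 lists with camera on edgeR's fit. After 0.2 Gy the list had an adjusted p of 1.97e-07 with camera and an unadjusted p of 0.0525 with fry, both on edgeR's fit. No gene of the list was called over all genes after 0.2 Gy, and 5 were when adjusted over the list alone.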

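The 38 genes of the DNA repair list had a mean absolute log2 change from 0 h of 0.28 at 1 h, 0.47 at 2.5 h, 0.38 at 4 h and 0.40 at 6 h after 0.5 Gy. After 0.2 Gy it was 0.32, 0.34, 0.33 and 0.44, and the SD of the replicates of 4 h after 0.5 Gy was 0.04. Random lists of similar expression had between 0.29 and 0.43. The median log2 fold change late against early was 0.02 after 0.5 Gy, higher in 20 of 37 genes, with an adjusted p of 0.114 with camera on edgeR's fit, and lay between 0.04 and 0.13 in the fits without 1 library. After 0.2 Gy it was 0.16, higher in 25 of 37 genes, with an adjusted p of 0.0180 with camera and an unadjusted p of 0.0541 with fry, both on edgeR's fit. In the fit of both doses, the median of 4 and 6 h against 0 and 1 h after 0.5 Gy was 0.06, and the difference between the doses had an adjusted p of 0.603 with camera on edgeR's fit. The median after 0.2 Gy lay above 76.8% of random lists, whose own median was 0.12. Among genes with at least 10 reads in every library it was 0.09 with an unadjusted p of 0.312 with camera on edgeR's fit.

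**Figure D6:**
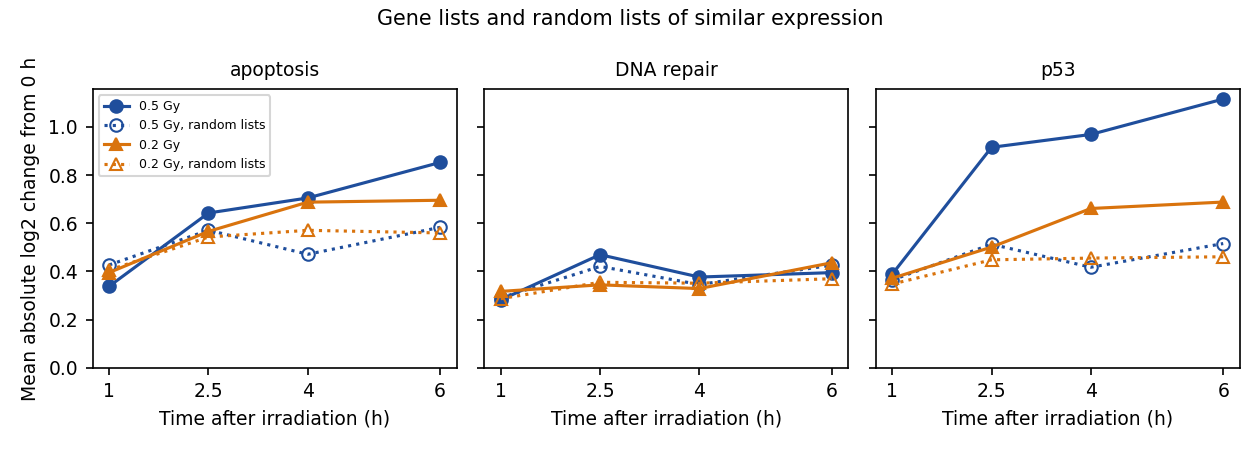
Mean absolute log2 change from 0 h (vertical axis) of the 3 gene lists against the time after irradiation (horizontal axis). Filled symbols and solid lines are the lists and open symbols and dotted lines the mean of random lists of similar expression. The p53 list after 0.5 Gy reached 1.12 at 6 h.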

To investigate a correlation between the expression changes and the slower oocyte death we performed a principal component analysis (PCA; Fig. 6b; Supplementary Table 12). 

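Principal components were computed over the genes of the paper's list found in the files, on log2 CPM averaged per dose and time point, which gives 10 points. The first 3 components held 37.4%, 16.6% and 12.8% of the variance, together 66.8%. The share depended on the scale, and it was 91.7% with linear normalized counts in place of log2 values. The genes were chosen by the paper for their change after 0.5 Gy, so that the components describe this response more than other differences.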

The PCA showed that ~80% of the variance within the samples can be explained by the first three principal components (PCs). Most of the time point samples of the different γ-irradiation dosages (Fig. 6b) are relatively close to each other in the first three PCs except for the 2.5 h time points. Furthermore, the samples of 0 and 1 h can be clearly separated from the 4 and 6 h time points. Only for the 2.5 h time points, a separation is visible between high and low dosage. 

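In the first 3 components, the 2.5 h point of 0.5 Gy had a mean distance of 21.3 to the 0 and 1 h points of its dose and 14.8 to its 4 and 6 h points. For the 2.5 h point of 0.2 Gy these distances were 10.7 and 9.98. Over the points of both doses, the 2.5 h point of 0.5 Gy was 21.3 from those of 0 and 1 h and 12.1 from those of 4 and 6 h, and that of 0.2 Gy 11.4 and 11.8. Between the doses, the distance was 21.9 at 0 h, 10.7 at 1 h, 12.9 at 2.5 h, 10.4 at 4 h and 12.8 at 6 h. The points of 0.2 Gy have no replicates, so the distances have no error.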

The low dosage sample at 2.5 h is closely located relative to the 0 and 1 h clusters, whereas the high dosage sample at 2.5 h is more closely related to the 4 and 6 h clusters. This suggests that changes in gene expression are delayed in the low dosage samples, further supported by the expression profiles of Cl7 (Fig. 6c) where low dosage treatment results in a delayed response (some genes like *Cdkna1* show a more complex behavior, which is most likely due to experimental errors based on the fact that no replicates were obtained. The goal of the low dosage study, however, was not to investigate individual genes but entire clusters relative to the high dosage data).

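Each library was also placed on the response to 0.5 Gy, on a scale where 0 is the mean of the 0 and 1 h libraries of its dose and 1 the mean of the 4 and 6 h libraries of 0.5 Gy. The scale used the 14 genes of all kinds called in a fit of 0.5 Gy without the 2.5 h library, 13 of them protein-coding. The 2.5 h library stood at 0.843 after 0.5 Gy and at 0.225 after 0.2 Gy. The replicates of 4 h after 0.5 Gy differed by an SD of 0.172, so the distance between the doses at 2.5 h was larger than this spread. After 0.2 Gy, the 4 and 6 h libraries stood at 0.711 and 0.622. With the 21 genes of cluster 7, the 2.5 h libraries stood at 0.872 and 0.268, but the paper chose these genes for their change from 2.5 h on after 0.5 Gy, which favours a high position of that library and a distance between the doses. Without replicate 1 or 2 of 4 h, which changes the genes and the scale, the 2.5 h library of 0.2 Gy stood at 0.0748 and 0.0885. *Cdkn1a* had 6.72, 13.7, 18.5, 33.6 and 22.8 CPM at 0, 1, 2.5, 4 and 6 h after 0.2 Gy, and *Mdm2* 51.0, 58.8, 103, 255 and 230. From the place of the 2.5 h sample and the profiles of cluster 7, the paper proposes that the expression changes are delayed at the low dose. It also reports, from size exclusion chromatography of ovary extracts, a later activation of TAp63α after 0.2 Gy. These protein data were not analysed here.

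**Figure D7:**
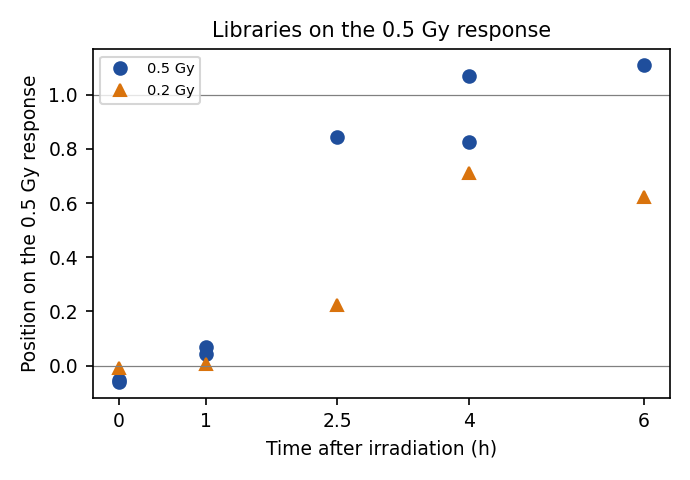
Position on the response to 0.5 Gy (vertical axis) against the time after irradiation (horizontal axis), with 1 point per library. At 2.5 h the library of 0.5 Gy is at 0.843 and that of 0.2 Gy at 0.225.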

**Fig. 6:**
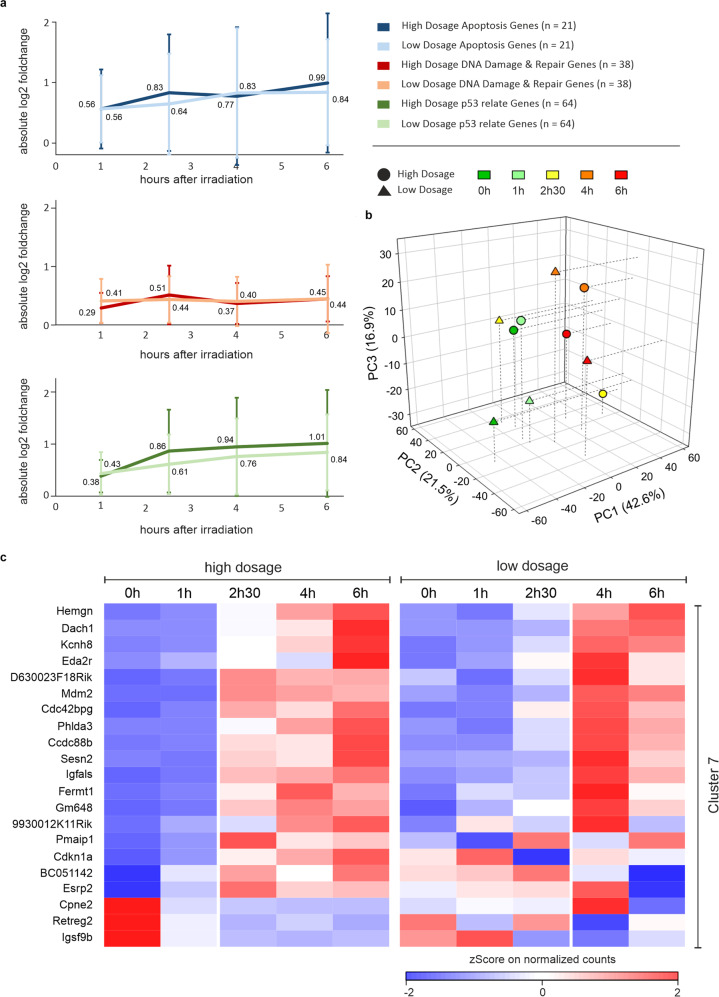
Comparison of transcriptional changes following irradiation with low and high dosage. **a** Analysis of genes at high and at low dosage assigned to “Apoptosis”, “DNA damage and repair” (Go-Term word mining), or p53-regulated genes based on Kenzelmann et al. [23]. **b** Principal component analysis of the first three components (PC1–PC3). Low dosage (triangle) and high dosage (circles) samples of different time points are colored (dark green (0 h), green (1 h), yellow (2.5 h), orange (4 h), red (6 h)). **c** Comparison of the expression kinetics of DEGs from Cl7 between high and low dosage samples based on *z*-score normalized pseudocounts.

To correlate this activation delay with the TAp63α activation kinetics we performed size exclusion chromatography analysis of extracts prepared from irradiated mouse ovaries at the different times points (Fig. 7). These data show that at the 0.2 Gy 4 h time point, TAp63α tetramerization just started, similar to the 1 h time point following irradiation with 0.5 Gy. These data confirm that there is a delayed activation of TAp63α, consistent with a delayed transcription of apoptosis genes.

**Fig. 7:**
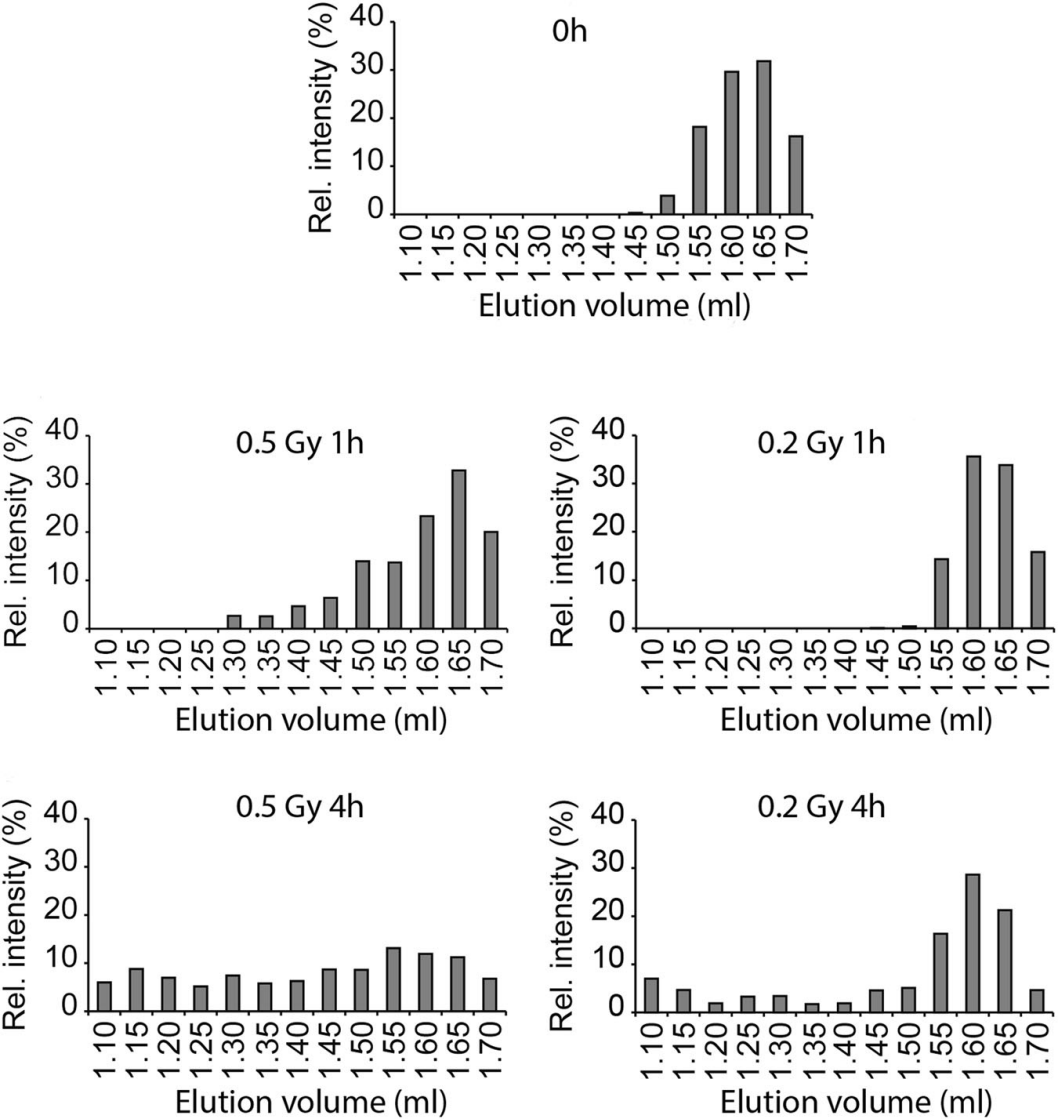
Comparison of the size exclusion profiles of TAp63α from mouse ovary extracts irradiated with either 0.2 Gy, 0.5 Gy, or nonirradiated (0 h). Each fraction corresponding to an elution volume of 50 µl was probed for the presence of TAp63α by Western blot analysis (Supplementary Fig. 3). Quantification using bar graphs representing the percentage of a certain fraction of the total TAp63α signal is shown. Dimeric TAp63α elutes at approx. 1.60 mL elution volume, tetrameric TAp63α elutes at approx. 1.3 mL, shows, however, due to the open conformation a wider distribution.

## Discussion

The presence of TAp63α in resting oocytes [45] makes them particularly sensitive to DNA damage. Oocyte death is directly linked to the activation of TAp63α which results in the expression of PUMA and NOXA [21]. Other classical p53-target genes also get transcribed, for example, *Cdkn1a* and *Mdm2*. The reason for *Cdkn1a* expression in oocytes, which are arrested in the cell cycle, is not immediately evident. Other genes involved in cell cycle arrest, *Psrc2* and *Ccng1*, get expressed as well. In addition, Phlda3, an inhibitor of Akt signaling, is also expressed. Akt plays a major role in the activation of dormant primordial follicles [46–50]. Inhibiting Akt also prevents inactivation of the cell cycle inhibitor p27 [51, 52] and TSC2, an inhibitor of mTOR [53]. In mice, lack of TSC2 results in activation of primordial follicles [54]. Similarly, Sestrin 2, an inhibitor of the TORC1 signaling pathway gets expressed. These data show that part of the cellular response to γ-irradiation is a strong inhibition of re-entry into the meiotic process. Our results are consistent with a recent study that used single-cell RNA-sequencing of primordial follicle oocytes 12 h after cyclophosphamide injection in a human ovarian xenograft model. This study showed that the depletion of the ovarian reserve is not due to the “burn-out” mechanism as no activation of the PI3K/PTEN/Akt pathway could be detected [55].

In contrast to the apoptotic program, we could not detect the upregulation of a DNA repair program. In contrast to bacteria, which have a strong induction of DNA repair genes after sensing DNA damage (SOS response), only a few genes are upregulated after DNA damage in mammalian cells [56]. The mammalian DNA damage response rather requires posttranslational modifications and re-localization than enhanced transcription. These results indicate that the decision of life and death is based on the strength of the apoptotic signal rather than the relative expression of apoptotic and DNA repair pathways. However, if oocytes survive they repair DNA efficiently [13, 21], mainly through the homologous recombination pathway [57, 58].

Oocytes are known to critically depend on contacts to the surrounding granulosa cells and changes in adhesion will have a strong impact on their survival. Changes in the expression of genes involved in adhesion are among the earliest detected and are mostly downregulated. Other genes that are downregulated already at the 1 h time point are involved in developmental processes and metabolic functions (Cl8). This suggests that developmental processes are stopped and changes in the metabolism occur as soon as cellular damage is detected. For all genes showing an early response, it is unlikely that p63 is involved.

One surprising result of this study is that at the 6 h time point interferon-stimulated genes are upregulated when cells have fully activated apoptosis. The upregulation of *Isg15* (and other interferon-stimulated genes) has been linked not only to viral infection but also to DNA damage [59, 60]. While some interferon-stimulated genes have p63 binding sites, a more likely pathway is via STAT transcription factors. These can be activated not only through cytokine receptors [39] but also intracellularly by c-Abl [61]. Interestingly, the effects of imatinib on the survival of oocytes following the treatment with cisplatin have been reported but also controversially discussed [43, 62]. While it has been shown by gene knockout studies as well as inhibitor studies that c-Abl is not involved in the activation of dimeric TAp63α to its tetrameric state [16, 44], it is possible that c-Abl phosphorylates TAp63α further. For TAp73α, which is constitutively tetrameric [63] and therefore regulated by different mechanisms, interaction with and phosphorylation by c-Abl have been reported [64–66]. Alternatively, the imatinib effects observed in oocytes could be related to the DNA damage triggered activation of STAT proteins via c-Abl and the concomitant upregulation of interferon-stimulated genes. Although imatinib inhibits not only c-Abl but also the receptor tyrosine kinases c-Kit and PDGF-receptor, c-Abl is most likely the critical kinase due to its activation by DNA damage. Thus, our data suggest that rather c-Abl activated STAT proteins and not p63 are responsible for the observed effect. The reason for the upregulation of interferon-stimulated genes is currently not known but could be important to orchestrate phagocytosis of the dying oocyte as Isg15 also gets secreted and acts as a chemoattractant for example for neutrophils [67].

## Material and methods

### Oocyte RNA isolation

Animal care and handling were performed according to the World Health Organization (Geneva, Switzerland) guidelines. Five-day-old (P5) female CD-1 mice were purchased from Charles River Laboratories. Ovaries were harvested, transferred to sterile 96-well plates with 50 µl α-MEM (+l-Glu, Gibco) supplemented with 10% fetal bovine serum (Gibco), 1× penicillin/streptomycin (Gibco), 0.2 mg/ml Na-pyruvate (Gibco), 2 mg/ml *N*-acetyl-l-cysteine (Sigma) and ITS liquid media supplement (100×) (Sigma) cultured at 37 °C with 5% CO_2_ overnight [68]. The “Tierschutzbeauftragte” approved the protocol for harvesting mouse ovaries of the Goethe University Frankfurt/Main. Ovaries were irradiated with 0.5 or 0.2 Gy; (Caesium137 was the source of irradiation. The dose rate was 109 rad/min). The ovaries were transferred at time points 0, 1, 2.5, 4, and 6 h after the irradiation into 40 µl Trypsin (0.25%) solution. To dissolve the ovary a yellow tip pipette was used and the solution was pipetted for 5 min. When the solution turned cloudy the ovaries were solubilized. Pipetting was continued for another minute to separate the oocytes from the follicular cells. This solution was centrifuged for 45 s at 1000 rpm in a table centrifuge to separate the follicular cells from the oocytes. This washing step was repeated until the oocytes were clean. After each centrifugation step, the upper layer (follicular cells) was transferred to a new tube. Once the oocytes were clean the last centrifugation step (5 min at 3000 rpm) followed to pellet the oocytes and discard the supernatant. These oocytes were resuspended in 30 µl PicoPure Extraction Buffer and placed for 30 min at 42 °C before freezing the samples. The Samples were kept at −80 °C until the RNA extraction was continued as described in the Pico Pure Kit protocol. The resulting RNA was reverse transcribed by using the SMARTER kit (Clontech), according to the manufacturer’s protocol. For each time point, four ovaries were used.

### Differential expression analysis

For differential expression analysis, RNA-seq experiments were used containing five different points of time (0, 1, 2.5, 4, and 6 h) after treatment with either 0.5 or 0.2 Gy. The 30 bp paired-end reads of RNA-seq samples on illumina HiSeq were produced as duplicates for points of time (0, 1, and 4 h) and once for 2.5 and 6 h. All RNA-seq datasets were mapped on the reference genome of the mouse (Ensembl version 92) via salmon (v 0.9.1). The expression estimation algorithm of salmon precisely estimates pseudocounts instead of read counts and allows a differentiation on a transcript- as well as gene-level. For differential expression analysis all alternative splice variants of the single transcripts were assigned to the annotated gene (mouse genome version GRCm38). After pairwise Pearson correlation of all datasets normalization and differential expression was performed via DESeq2 for high dosage samples. As not all samples had at least two replicates we used the implemented estimateDispersion function of DESeq2 to estimate from the complex design over all samples with and without replicates the per gene expression via Cox Reid-adjusted profile likelihood. For this size factor of the libraries was estimated as well as a Wald-test (default parameters and adding beta_prior = True) was performed. All genes differentially expressed (DE) in at least one condition compared to 0 h (log2 fold change > 1; adjusted *p*-value < 0.05) were called as DE gene. For multiple-testing correction, we used the (Benjamini–Hochberg) parameter for the *p*.adjust function.

The RNAseq data are deposited in the GEO data bank with the accession code GSE184704.

### Functional annotation and literature set comparison of DE genes

For functional annotation of the genes, Gene Ontology (GO) terms were assigned to the single genes via G-Profiler (source). G-Profiler annotates for each gene all GO-terms corresponding to the functional hierarchy depth within the GO-graph. GO-terms related to a “biological process” (hierarchy level 1) have been used as root. In the GO-graph for the mouse genome 29 level2 GO-terms, 422 level3 GO-terms, and 2121 level4 GO-terms occur (e.g., “signaling” level2; “cytokine production” level3; “type I interferon production” level4). For unique functional annotation of the DE genes hierarchy “level 3” was used in this study to create word clouds. For the representation of the overall functions within a DE, cluster word clouds were created, at which the abundance of a “level 3” GO-term throughout the expression cluster is represented by the font size (font size 10 for the lowest abundance; font size 30 for the highest abundance per cluster). Level 3 GO-terms that represent a similar function were combined with umbrella terms to preserve a clear overview (Supplementary Table 6). To calculate the abundance of a GO-term each Gene with this GO-term annotated is counted once. A single gene can therefore be counted for several GO-terms, which means the sum of all GO-abundances do not add up to the number of genes per cluster. Each gene with a corresponding GO term was counted once per umbrella GO term. To compare genes that were observed to be DE to known literature data, all 64 p53 related genes proposed by Kenzelmann Broz et al. [23], were compared to the 167 DE protein-coding genes. GO-Terms including the terms “DNA-damage/ -repair”, “Necroptosis”, or “Apoptosis” were extracted from GO-hierarchy and assigned to umbrella terms.

### Size exclusion chromatography analysis and western blotting of TAp63α from ovarian extracts

Ovaries were harvested from P5 mice and were either irradiated with 0.5 Gy, 0.2 Gy, or non-irradiated as described above. For each size exclusion chromatography experiment 16 ovaries were lysed by mechanical force in 50 mM sodium phosphate, pH = 7.2, 150 mM NaCl, 0.1% Triton X-100, EDTA free protease inhibitor cocktail (Roche), and phosphatase inhibitor cocktail (Roche) in a total volume of 70 µl. After centrifugation at 20,000×*g* for 15 min at 4 °C the supernatant was injected in a Superose 6 PC 3.2/30 column (GE Healthcare) equilibrated with 50 mM sodium phosphate, 100 mM NaCl, EDTA free protease inhibitor cocktail, and phosphatase inhibitor cocktail at 4 °C and eluted as described above. Collected fractions were separated using 10% Bis–Tris NuPAGE gels (Invitrogen) in MOPS buffer at 4 °C and subsequently transferred on a Hybond-P membrane (GE Healthcare) using an XCell II blot module (Invitrogen). Blots were then blocked with 5% skim milk in TBS buffer containing 0.1% Tween-20 and probed overnight at 4 °C with 4A4 antibody (gift from Frank McKeon) [7]. Detection was performed using goat anti-mouse IgG-Fab-HPR (A9917, Sigma Aldrich). Blots were quantified using Biometra BioDocAnalyze 2.0 software.

For c-Abl inhibition experiments, four ovaries per condition from P8 mice were treated with 10 µM imatinib (SML1027, Sigma) for 1 h and subsequently irradiated with 0.5 Gy. Ovaries were collected in 10 µl lysis buffer A (50 mM Tris pH 8.0, 100 mM NaCl, 0.5 mM TCEP, 2 mM MgCl_2_, 1× PhosSTOP, 1× cOmplete) and lysed with a pestle and multiple freeze–thaw cycles. Afterward, 10 µl lysis buffer B (lysis buffer A + 40 mM CHAPS) and 1 µl Benzonase (Merck) was added to the samples and incubated on ice for 1 h. The supernatant was separated on 4-12% SDS-PAGE Mini-PROTEAN TGX gels (Bio-Rad) and blotted using the semidry Trans-Blot Turbo Transfer System (Bio-Rad). Blots were further processed as described before. Anti-p63-α (D2K8K XP, Cell Signaling), anti-Phospho-STAT1 (Tyr701) (58D6, Cell Signaling), anti-STAT1 (D1K9Y, Cell Signaling), and anti-Vinculin (7F9, Santa Cruz) were used for protein detection. As secondary antibody a goat anti-rabbit IgG (H + L) (AB_2307391, Jackson ImmunoResearch) was used.

### Kinetic measurements

The concentrations of TAp63α, Msy2, cleaved PARP1 and Pro-caspase9 were analyzed by SDS-PAGE and Western Blotting at different time points between 1 and 45 h following irradiation with 0.5 Gy as well as before irradiation. For each time point, one ovary was harvested and irradiated as described above. Following irradiation 10 µL SDS loading buffer was added per ovary, the sample was heated for 10 min to 95 °C and subsequently centrifuged at 3000 rpm for 2 min. Five microlitres of each sample were mixed with 5 µL of 2× Laemmli sample buffer and loaded on a 4–12% Bis–Tris PAGE gel. Gels were run at 4 °C at a constant voltage of 200 V. Western blot analysis was performed using an XCell II blot module (Invitrogen) to transfer proteins to a polyvinylidene fluoride membrane. The membrane was blocked for 1 h with 5% skim milk and incubated overnight with the corresponding primary antibodies. The membrane was washed three times with TBS-T buffer (TBS buffer with 0.05% TWEEN) before incubation with the secondary HPR-conjugated antibody for 1 h. The membrane was washed three times with TBS-T buffer and treated with ECL Plus WB Detection Systems solution (GE Healthcare) for 5 min. Signals were detected with a Lumi Imager F1 documentation system.

For the detection, the following primary antibodies were used: H-129 (Santa Cruz Biotechnology) (anti-TAp63α), N-13 (Santa Cruz Biotechnology) (anti-Msy2), D214 (Cell Signaling Biotechnology) anti-cleaved PARP, C9 (Cell Signaling Biotechnology) anti-Caspase 9. As secondary antibodies (all from Sigma Aldrich) goat anti-rabbit IgG-HPR (DC03L), goat anti-mouse IgG-Fab-HPR (A9917), and rabbit anti-goat IgG-HRP (AP106P) were used.

### Real-time quantitative PCR

Real-time quantitative PCR was performed with three independent sets of samples. For each condition per set four dissected ovaries were pooled. Oocytes were isolated by trypsin-digestion and multiple centrifugation steps. Total RNA was extracted applying the PicoPure RNA Isolation Kit (Applied Biosystems) with on-column DNAseI (Qiagen) digestion and subsequently subjected to reverse transcription with random primers using the RETROscript Kit (Ambion) followed by cDNA amplification with the TaqMan PreAmp Kit (ThermoFisher Scientific). Real-time quantitative PCR to determine the fold-induction of p63 target genes was performed with TaqMan Gene Expression Assays (ThermoFisher Scientific) using a LightCycler 480 (Roche). For one biological set, each sample and TaqMan assay probe combination was measured in duplicates. All Kits were used according to the manufacturer’s instructions. Target gene signals were referenced to the housekeeping gene TBP and each biological replicate was normalized to its non-irradiated sample before calculating the mean fold induction and standard deviation. The statistical significance was determined by the ordinary one-way ANOVA using GraphPad Prism (Version 8.0.2.).

In experiments, in which RNA was isolated directly from ovaries, the AllPrep DNA/RNA/Protein Mini Kit (Cat. No. 80004, Qiagen) was employed for RNA isolation. cDNA was synthesized from the isolated RNA using the RevertAid First Strand cDNA Synthesis Kit (Cat. No. K1622, Thermo Scientific) and the supplied random hexamer primers. The real-time PCR reactions were performed on an iCycler (BioRad cxn96 or connect / Applied Biosystems Step One Plus). The reactions were carried out in biological triplicates with four ovaries per experiment using EvaGreen (Cat. No. 27490, Axon). For normalization and calculation of relative expression levels, the mRNA levels of the housekeeping gene GAPDH were used. The mRNA levels of the non-irradiated but DMSO treated ovaries were used as a reference and set to 1. The foldchange of the mRNA levels of all other conditions was determined relative to the DMSO control (*n* = 3). Significance was evaluated by *t*-test in GraphPad Prism, ***P < 0.001.

Real-time PCR primers (TaqMan):

**Table:** 

Target	ID	Cat.number
Bbc3	Mm00519268_m1	4453320
Pmaip1	Mm00451763_m1	4453320
BAX	Mm00432051_m1	4453320
Cdkn1a	Mm04205640_g1	4448892
Mdm2	Mm01233136_m1	4453320
Mdm4	Mm00484944_m1	4448892
Ccng1	Mm00438084_m1	4448892
Lrdd	Mm00502625_g1	4448892
Eda2R	Mm00723601_m1	4448892
p53	Mm01731290_g1	4448892
p73	Mm01263636_m1	4448892
Ybx2	Mm01250826_gH	4448892
Tbp	Mm00446971_m1	4453320
	TaqMan® Gene Expression Master Mix	4369016
	TaqMan® PreAmp Master Mix Kit	4384267

Real-time PCR primers (EvaGreen):

GAPDH: fw: 5′-gtttctataaattgagcccgc-3′/rev: 5′-tgtaaaccatgtagttgaggt-3′

Usp18: fw: 5′-atgactcacatgtttgttgg-3′/rev: 5′-cttcgtgtaaaccaagagatag-3′

Isg15: fw: 5′-atggaggacttttgggatag-3′/rev: 5′-agaggcagagctttttattg-3′

### P63 binding motif analysis at promoter regions

TSS regions were identified from the mouse genome mm10 Ensembl annotation using genomepy (doi: 10.21105/joss.00320). Promoter regions were defined as 2 kb up- and downstream of the TSS regions of genes of interest. The TP63 motifs “GM.5.0.p53.0001” and “GM.5.0.p53.0004” were then selected from the gimme motifs database gimme.vertebra.v5.0 and used for detection of the presence of TP63 motifs with multiple rounds of gimme scan (doi: 10.1101/474403), with a minimum motif similarity of 0.85, in the promoter regions.

## Supplementary information

Supplementary Figures 1-3

Suppl_Table_1_Sequencing_Information

Suppl_Table_2_Pearson_correlation

Suppl_Table_3_DESeq2

Suppl_Table_4_FDR

Suppl_Table_5_Cluster_genes

Suppl_Table_6_GO-to-Umbrella

Suppl_Table_7_otherStudies

Suppl_Table_8_ipsc

Suppl_Table_9_TP63motif_promoters_0.85

Suppl_Table_10_Sample_low_dosage

Suppl_Table_11_RNAseq_samples_lowhigh

Suppl_Table_12_Foldchanges_High_Low

aj-checklist

## Data Availability

All data needed to evaluate the conclusions in the paper are present in the article and its supplementary material. Additional data related to this paper may be requested from the corresponding authors.

## References

[1] Gebel J, Tuppi M, Krauskopf K, Coutandin D, Pitzius S, Kehrloesser S (2017). Control mechanisms in germ cells mediated by p53 family proteins. J Cell Sci.

[2] Lena AM, Rossi V, Osterburg S, Smirnov A, Osterburg C, Tuppi M (2021). The p63 C-terminus is essential for murine oocyte integrity. Nat Commun.

[3] Candi E, Melino G, Toth A, Dotsch V (2021). Mechanisms of quality control differ in male and female germ cells. Cell Death Differ.

[4] Hunt PA, Hassold TJ (2002). Sex matters in meiosis. Science.

[5] Levine AJ, Tomasini R, McKeon FD, Mak TW, Melino G (2011). The p53 family: guardians of maternal reproduction. Nat Rev.

[6] Gebel J, Tuppi M, Sanger N, Schumacher B, Dotsch V. DNA damaged induced cell death in oocytes. Molecules. 2020;25:5714–38.10.3390/molecules25235714PMC773032733287328

[7] Suh EK, Yang A, Kettenbach A, Bamberger C, Michaelis AH, Zhu Z (2006). p63 protects the female germ line during meiotic arrest. Nature.

[8] Livera G, Petre-Lazar B, Guerquin MJ, Trautmann E, Coffigny H, Habert R (2008). p63 null mutation protects mouse oocytes from radio-induced apoptosis. Reproduction.

[9] Derry WB, Putzke AP, Rothman JH (2001). Caenorhabditis elegans p53: role in apoptosis, meiosis, and stress resistance. Science.

[10] Schumacher B, Hofmann K, Boulton S, Gartner A (2001). The C. elegans homolog of the p53 tumor suppressor is required for DNA damage-induced apoptosis. Curr Biol.

[11] Ou HD, Lohr F, Vogel V, Mantele W, Dotsch V (2007). Structural evolution of C-terminal domains in the p53 family. EMBO J.

[12] Deutsch GB, Zielonka EM, Coutandin D, Weber TA, Schafer B, Hannewald J (2011). DNA damage in oocytes induces a switch of the quality control factor TAp63alpha from dimer to tetramer. Cell.

[13] Bolcun-Filas E, Rinaldi VD, White ME, Schimenti JC (2014). Reversal of female infertility by Chk2 ablation reveals the oocyte DNA damage checkpoint pathway. Science.

[14] Serber Z, Lai HC, Yang A, Ou HD, Sigal MS, Kelly AE (2002). A C-terminal inhibitory domain controls the activity of p63 by an intramolecular mechanism. Mol Cell Biol.

[15] Straub WE, Weber TA, Schafer B, Candi E, Durst F, Ou HD (2010). The C-terminus of p63 contains multiple regulatory elements with different functions. Cell Death Dis.

[16] Tuppi M, Kehrloesser S, Coutandin DW, Rossi V, Luh LM, Strubel A (2018). Oocyte DNA damage quality control requires consecutive interplay of CHK2 and CK1 to activate p63. Nat Struct Mol Biol.

[17] Cesaro L, Pinna LA (2015). The generation of phosphoserine stretches in phosphoproteins: mechanism and significance. Mol Biosyst.

[18] Knippschild U, Kruger M, Richter J, Xu P, Garcia-Reyes B, Peifer C (2014). The CK1 family: contribution to cellular stress response and its role in carcinogenesis. Front Oncol.

[19] Coutandin D, Osterburg C, Srivastav RK, Sumyk M, Kehrloesser S, Gebel J, et al. Quality control in oocytes by p63 is based on a spring-loaded activation mechanism on the molecular and cellular level. Elife. 2016;5:e13909.10.7554/eLife.13909PMC487661327021569

[20] Gebel J, Tuppi M, Chaikuad A, Hotte K, Schroder M, Schulz L (2020). p63 uses a switch-like mechanism to set the threshold for induction of apoptosis. Nat Chem Biol.

[21] Kerr JB, Hutt KJ, Michalak EM, Cook M, Vandenberg CJ, Liew SH (2012). DNA damage-induced primordial follicle oocyte apoptosis and loss of fertility require TAp63-mediated induction of Puma and Noxa. Mol Cell.

[22] Zerbino DR, Achuthan P, Akanni W, Amode MR, Barrell D, Bhai J (2018). Ensembl 2018. Nucleic Acids Res.

[23] Kenzelmann Broz D, Spano Mello S, Bieging KT, Jiang D, Dusek RL, Brady CA (2013). Global genomic profiling reveals an extensive p53-regulated autophagy program contributing to key p53 responses. Genes Dev.

[24] Yang A, Kaghad M, Wang Y, Gillett E, Fleming MD, Dotsch V (1998). p63, a p53 homolog at 3q27-29, encodes multiple products with transactivating, death-inducing, and dominant-negative activities. Mol Cell.

[25] Marshall CB, Mays DJ, Beeler JS, Rosenbluth JM, Boyd KL, Santos Guasch GL (2016). p73 is required for multiciliogenesis and regulates the Foxj1-associated gene network. Cell Rep.

[26] Krauskopf K, Gebel J, Kazemi S, Tuppi M, Lohr F, Schafer B (2018). Regulation of the activity in the p53 family depends on the organization of the transactivation domain. Structure.

[27] Yang A, Schweitzer R, Sun D, Kaghad M, Walker N, Bronson RT (1999). p63 is essential for regenerative proliferation in limb, craniofacial and epithelial development. Nature.

[28] Mills AA, Zheng B, Wang XJ, Vogel H, Roop DR, Bradley A (1999). p63 is a p53 homologue required for limb and epidermal morphogenesis. Nature.

[29] Kouwenhoven EN, van Heeringen SJ, Tena JJ, Oti M, Dutilh BE, Alonso ME (2010). Genome-wide profiling of p63 DNA-binding sites identifies an element that regulates gene expression during limb development in the 7q21 SHFM1 locus. PLoS Genet.

[30] Qu J, Tanis SEJ, Smits JPH, Kouwenhoven EN, Oti M, van den Bogaard EH (2018). Mutant p63 affects epidermal cell identity through rewiring the enhancer landscape. Cell Rep.

[31] Soares E, Xu Q, Li Q, Qu J, Zheng Y, Raeven HHM (2019). Single-cell RNA-seq identifies a reversible mesodermal activation in abnormally specified epithelia of p63 EEC syndrome. Proc Natl Acad Sci USA.

[32] Kouwenhoven EN, van Bokhoven H, Zhou H (2015). Gene regulatory mechanisms orchestrated by p63 in epithelial development and related disorders. Biochim Biophys Acta.

[33] Yang A, Zhu Z, Kapranov P, McKeon F, Church GM, Gingeras TR (2006). Relationships between p63 binding, DNA sequence, transcription activity, and biological function in human cells. Mol Cell.

[34] Yang A, Zhu Z, Kettenbach A, Kapranov P, McKeon F, Gingeras TR (2010). Genome-wide mapping indicates that p73 and p63 co-occupy target sites and have similar dna-binding profiles in vivo. PLoS ONE.

[35] Celli J, Duijf P, Hamel BC, Bamshad M, Kramer B, Smits AP (1999). Heterozygous germline mutations in the p53 homolog p63 are the cause of EEC syndrome. Cell.

[36] Rinne T, Bolat E, Meijer R, Scheffer H, van Bokhoven H (2009). Spectrum of p63 mutations in a selected patient cohort affected with ankyloblepharon-ectodermal defects-cleft lip/palate syndrome (AEC). Am J Med Genet.

[37] Osterburg C, Osterburg S, Zhou H, Missero C, Dotsch V. Isoform-specific roles of mutant p63 in human diseases. Cancers (Basel). 2021;13:536–54.10.3390/cancers13030536PMC786678833572532

[38] Riege K, Kretzmer H, Sahm A, McDade SS, Hoffmann S, Fischer M. Dissecting the DNA binding landscape and gene regulatory network of p63 and p53. Elife. 2020;9:e63266.10.7554/eLife.63266PMC773575533263276

[39] Au-Yeung N, Mandhana R, Horvath CM (2013). Transcriptional regulation by STAT1 and STAT2 in the interferon JAK-STAT pathway. JAKSTAT.

[40] Bromberg JF (2001). Activation of STAT proteins and growth control. Bioessays.

[41] Kharbanda S, Ren RB, Pandey P, Shafman TD, Feller SM, Weichselbaum RR (1995). Activation of the C-Abl tyrosine kinase in the stress-response to DNA-damaging agents. Nature.

[42] Kharbanda S, Yuan ZM, Weichselbaum R, Kufe D (1998). Determination of cell fate by c-Abl activation in the response to DNA damage. Oncogene.

[43] Gonfloni S, Di Tella L, Caldarola S, Cannata SM, Klinger FG, Di Bartolomeo C (2009). Inhibition of the c-Abl-TAp63 pathway protects mouse oocytes from chemotherapy-induced death. Nat Med.

[44] Kim SY, Nair DM, Romero M, Serna VA, Koleske AJ, Woodruff TK (2019). Transient inhibition of p53 homologs protects ovarian function from two distinct apoptotic pathways triggered by anticancer therapies. Cell Death Differ.

[45] Grondahl ML, Borup R, Vikesa J, Ernst E, Andersen CY, Lykke-Hartmann K (2013). The dormant and the fully competent oocyte: comparing the transcriptome of human oocytes from primordial follicles and in metaphase II. Mol Hum Reprod.

[46] Adhikari D, Liu K (2009). Molecular mechanisms underlying the activation of mammalian primordial follicles. Endocr Rev.

[47] Maidarti M, Anderson RA, Telfer EE. Crosstalk between PTEN/PI3K/Akt signalling and DNA damage in the oocyte: implications for primordial follicle activation, oocyte quality and ageing. Cells. 2020;9:200–25.10.3390/cells9010200PMC701661231947601

[48] Castrillon DH, Miao LL, Kollipara R, Horner JW, DePinho RA (2003). Suppression of ovarian follicle activation in mice by the transcription factor Foxo3a. Science.

[49] Arden KC, Biggs WH (2002). Regulation of the FoxO family of transcription factors by phosphatidylinositol-3 kinase-activated signaling. Arch Biochem Biophys.

[50] Liu L, Rajareddy S, Reddy P, Du C, Jagarlamudi K, Shen Y (2007). Infertility caused by retardation of follicular development in mice with oocyte-specific expression of Foxo3a. Development.

[51] Shin I, Rotty J, Wu FY, Arteaga CL (2005). Phosphorylation of p27Kip1 at Thr-157 interferes with its association with importin alpha during G1 and prevents nuclear re-entry. J Biol Chem.

[52] Viglietto G, Motti ML, Bruni P, Melillo RM, D’Alessio A, Califano D (2002). Cytoplasmic relocalization and inhibition of the cyclin-dependent kinase inhibitor p27(Kip1) by PKB/Akt-mediated phosphorylation in breast cancer. Nat Med.

[53] Yang Q, Guan KL (2007). Expanding mTOR signaling. Cell Res.

[54] Adhikari D, Zheng W, Shen Y, Gorre N, Hamalainen T, Cooney AJ (2010). Tsc/mTORC1 signaling in oocytes governs the quiescence and activation of primordial follicles. Hum Mol Genet.

[55] Titus S, Szymanska KJ, Musul B, Turan V, Taylan E, Garcia-Milian R (2021). Individual-oocyte transcriptomic analysis shows that genotoxic chemotherapy depletes human primordial follicle reserve in vivo by triggering proapoptotic pathways without growth activation. Sci Rep.

[56] Christmann M, Kaina B (2013). Transcriptional regulation of human DNA repair genes following genotoxic stress: trigger mechanisms, inducible responses and genotoxic adaptation. Nucleic Acids Res.

[57] Stringer JM, Winship A, Zerafa N, Wakefield M, Hutt K (2020). Oocytes can efficiently repair DNA double-strand breaks to restore genetic integrity and protect offspring health. Proc Natl Acad Sci USA.

[58] Nguyen QN, Zerafa N, Findlay JK, Hickey M, Hutt KJ. DNA repair in primordial follicle oocytes following cisplatin treatment. J Assist Reprod Genet. 2021;38:1405–17.10.1007/s10815-021-02184-3PMC826698533864208

[59] Dzimianski JV, Scholte FEM, Bergeron E, Pegan SD (2019). ISG15: it’s complicated. J Mol Biol.

[60] Villarroya-Beltri C, Guerra S, Sanchez-Madrid F (2017). ISGylation—a key to lock the cell gates for preventing the spread of threats. J Cell Sci.

[61] Liu H, Cui Y, Bai Y, Fang Y, Gao T, Wang G (2021). The tyrosine kinase c-Abl potentiates interferon-mediated antiviral immunity by STAT1 phosphorylation. iScience.

[62] Kerr JB, Hutt KJ, Cook M, Speed TP, Strasser A, Findlay JK (2012). Cisplatin-induced primordial follicle oocyte killing and loss of fertility are not prevented by imatinib. Nat Med.

[63] Luh LM, Kehrloesser S, Deutsch GB, Gebel J, Coutandin D, Schafer B (2013). Analysis of the oligomeric state and transactivation potential of TAp73alpha. Cell Death Differ.

[64] Agami R, Blandino G, Oren M, Shaul Y (1999). Interaction of c-Abl and p73alpha and their collaboration to induce apoptosis. Nature.

[65] Gong JG, Costanzo A, Yang HQ, Melino G, Kaelin WG, Levrero M (1999). The tyrosine kinase c-Abl regulates p73 in apoptotic response to cisplatin-induced DNA damage. Nature.

[66] Yuan ZM, Shioya H, Ishiko T, Sun X, Gu J, Huang YY (1999). p73 is regulated by tyrosine kinase c-Abl in the apoptotic response to DNA damage. Nature.

[67] Perng YC, Lenschow DJ (2018). ISG15 in antiviral immunity and beyond. Nat Rev Microbiol.

[68] Rossi V, Lispi M, Longobardi S, Mattei M, Di Rella F, Salustri A (2017). LH prevents cisplatin-induced apoptosis in oocytes and preserves female fertility in mouse. Cell Death Differ.

# Supplementary material for: Enhanced pro-apoptosis gene signature following the activation of TAp63α in oocytes upon γ irradiation
**Source:** Cell Death Dis. 2022 Mar 4;13(3):204. doi: 10.1038/s41419-022-04659-2
**Supplement:** Supplementary file 1 — Supplementary Figures 1-3

## Supplementary Figure 1

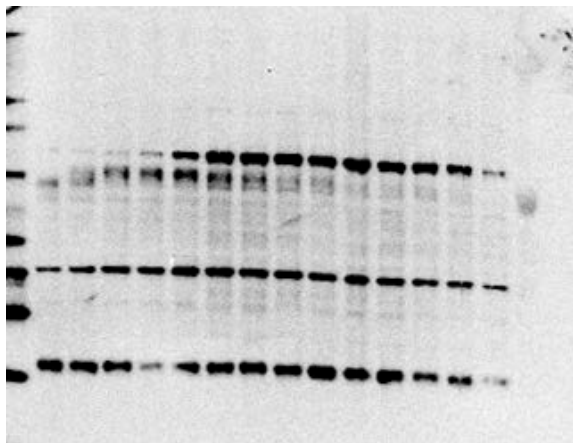

TAp63a and p-TAp63a

Figure 1

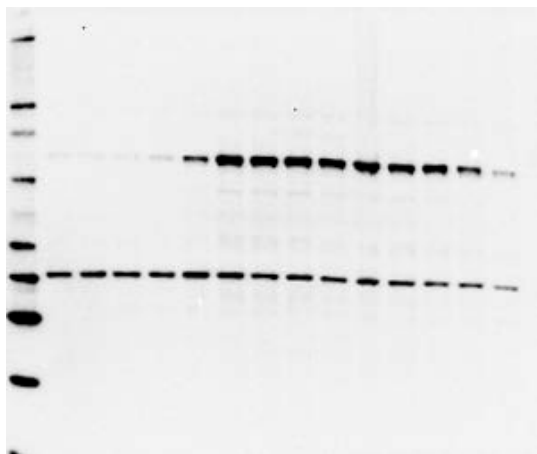

Cleaved PARP1 and  
Msy2

Figure 1

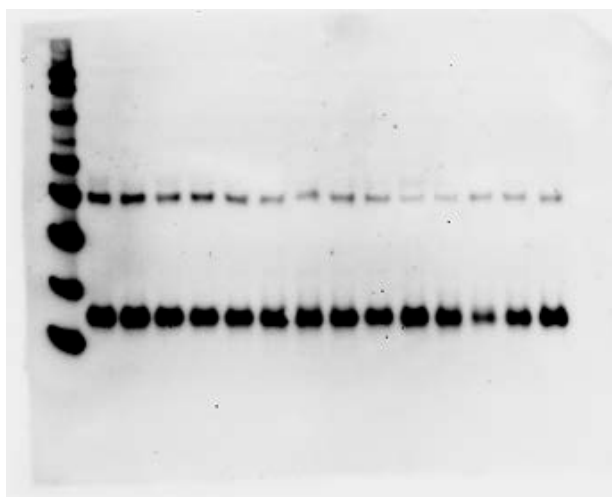

Pro-caspase 9

Figure 1

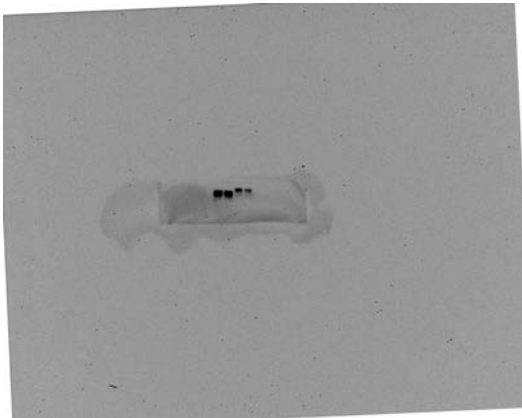

TAp63a  
Figure 5b

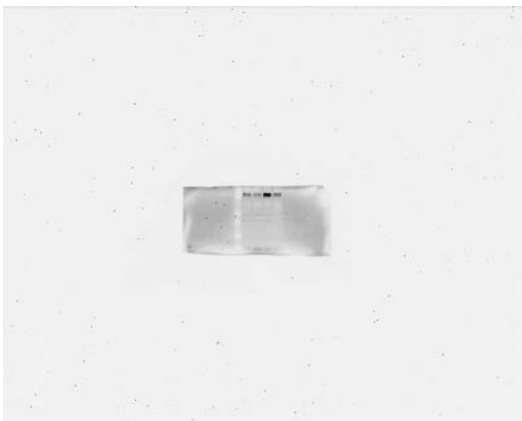

p-STAT1  
Figure 5b

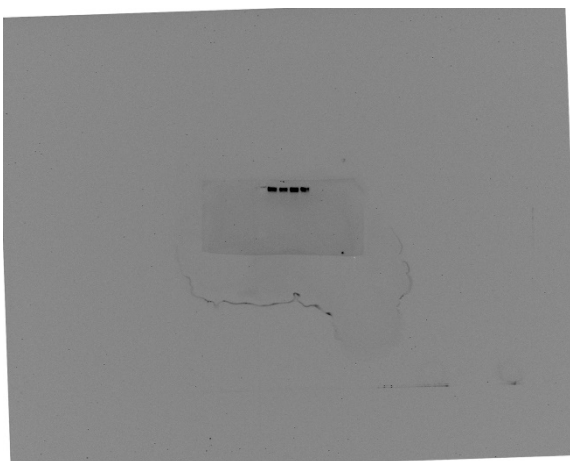

STAT1  
Figure 5b

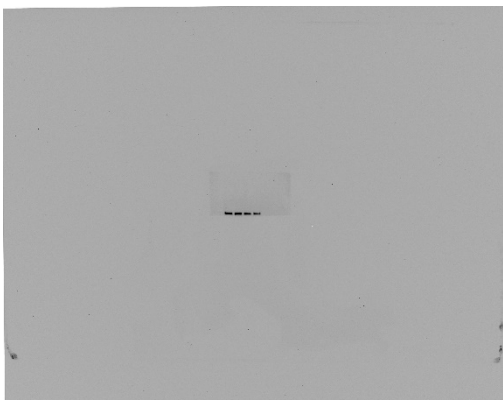

Vinculin  
Figure 5b

## Supplementary Figure 2

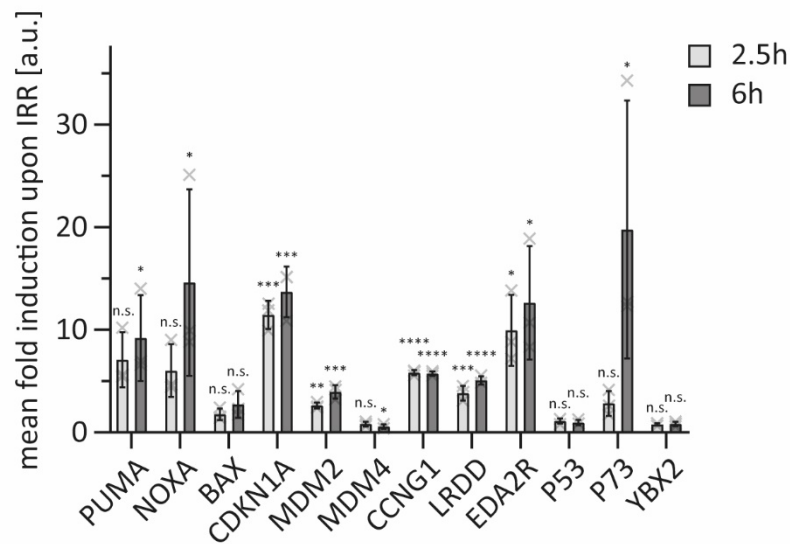

**Supplementary Figure 2** .qPCR analysis of selected genes. The fold induction of the time points at 2.5 h (light grey) and 6h (dark grey) relative to the time point before irradiation (0h) is shown. Experiments were conducted in triplicate and data are presented as mean and standard deviation. For each condition per set four dissected ovaries were pooled.

Supplementary Figure 3

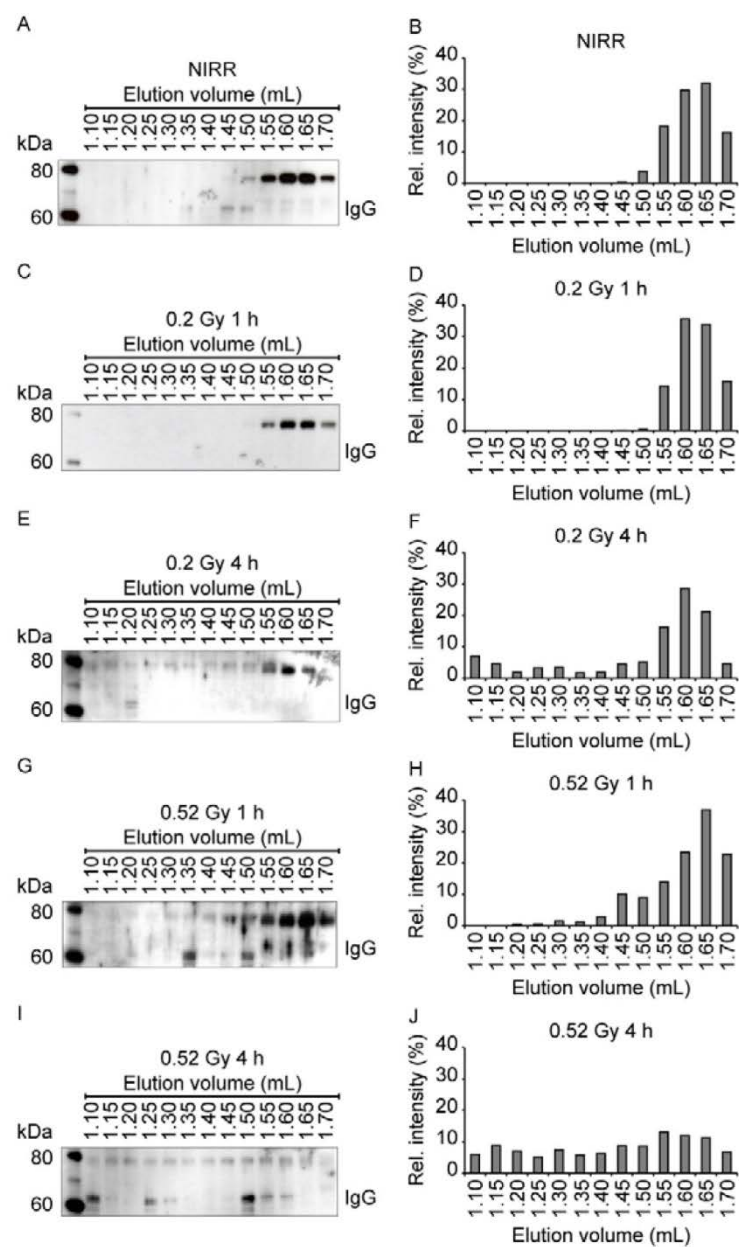

**Supplementary Figure 3** Same data as in Figure 7, only including the Western Blot analysis of the size exclusion chromatography runs in addition.

How the deposited data were processed for this re-analysis (not part of the article)

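RNA from oocyte preparations of P5 mouse ovaries was sequenced before and at 1, 2.5, 4 and 6 h after irradiation, in 8 libraries of 0.5 Gy and 5 of 0.2 Gy. The authors made the estimated counts with salmon on the transcripts of the Ensembl release that the paper names, and deposited them per transcript and library. The TPM values in the same files were computed by the authors with salmon as well, and neither they nor the estimated counts were normalized between libraries or filtered. The log2 fold changes in the comparisons that the authors deposited come from DESeq2 with its beta prior, each time point of 0.5 Gy against 0 h. The p-values in these comparisons are those of the Wald test as deposited, with Benjamini-Hochberg adjustment. The remaining score values, which are the Wald statistic, the mean of normalized counts and a merged table of normalized counts per dose and time point, were computed and rounded by the authors. In that merged table, the libraries of 0, 1 and 4 h of 0.5 Gy are pooled.

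Estimated counts were summed over the transcripts of each gene of the GENCODE annotation of GRCm38, matched on the transcript identifier without its version, and rounded. This gave 49585 genes, and 402 transcripts without a gene there were left out. The libraries held between 15709549 and 30430104 estimated reads. Up to 3 reads are compatible with a count of 0, which covers counting error only.

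Tests used edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3, with pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15. The sums were normalized with TMM, filtered with filterByExpr at its default settings and fitted with edgeR's quasi-likelihood method. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 1. Each time point of 0.5 Gy was compared with 0 h in a model of all 8 libraries, and the libraries of 2.5, 4 and 6 h were compared with those of 0 and 1 h. For 0.2 Gy, the 4 and 6 h libraries were compared with the 0 and 1 h libraries in a fit of 11 libraries of both doses, and the difference between the doses was tested in the same fit. Pooled time points are not replicates of a condition. Log2 CPM used a prior count of 2.

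The apoptosis, DNA repair and p53 lists of Supplementary Table 11 hold 21, 38 and 64 genes. They were tested with camera at a preset correlation of 0.01 and with fry, and set against 10000 random lists matched on mean expression. Marker lists of oocytes, granulosa cells, stroma, red blood cells, granulocytes and interferon-stimulated genes were written down before they were tested.

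The steps were tested on simulated counts with 200 genes changed by a log2 fold change of 3. Of these, 197 were recovered late against early, 186 at 0.2 Gy and 159 in the test of the difference between doses, where 14, 6 and 11 unchanged genes were called too. Against 0 h, 174 of 200 were recovered at 4 h and 157 at 6 h. The simulated counts took the spread of a gene from the trend with expression and held no difference between generations. Recovery on the real counts may therefore be lower.

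Genes were named in the text if the paper names them in its results text, Fig. 4, Fig. 5a or Supplementary Table 8, or if they were among the 5 called genes with the largest rise or the 5 with the largest fall whose late libraries all lay on 1 side of the early ones, and by the same rule in the difference between doses. These genes are reported, apart from a single gene that is not reported here. The alternatives were other normalizations, filters, gene sums, tests, scales, references and gene sets, a block for the generation, and fits without 1 library. The list of published targets of p63 in Supplementary Table 7 and the table of all genes in Supplementary Table 4 were held only in part and were not tested as sets. The qPCR and Western blot data were not analysed here.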

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

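The tests of equal depth, fragment length, the difference of the 0 and 1 h libraries of 0.2 Gy, the generation, random lists at 6 h and granulocytes at 6 h after 0.2 Gy were chosen only after the result was seen. In groups of 4 to 10 libraries, the highest or lowest library was compared with the range of its group. Of 110 groups, 11 had a library apart from the others, where chance gives about 5.5.

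Replicate 2 of 0 h after 0.5 Gy held 15710000 estimated reads, rounded, against 25760000 to 28170000 in the 7 other libraries, a gap of 0.806 of the whole range. In the same library the 9 genes of the granulocyte list, which leaves out the genes that fell, summed to 484 CPM, against 6.55 to 16.8. *Lcn2*, which is not in that list, was at 4.07 log2 CPM there against at most 0.10 in the other early libraries. Red blood cells were argued against, since their list summed to 0.521 of the highest other library. The granulocyte list was 28.9 times the highest other library, with *Ngp* at 172 CPM, *S100a8* at 132 and *Ltf* at 58.3. A candidate explanation for the fall of *Lcn2* after 0 h is therefore RNA of granulocytes in this library. *Ctsg*, of the same list, stayed at 0.135 CPM. No biological explanation was tested.

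*Lcn2* was also at 0.62 log2 CPM in replicate 1 of 4 h, against at most -1.31 in the other late libraries, and *Trp63* was at 6.83 at 2.5 h against at most 6.32. Groups with such a library are found by chance too, at the rate given above, and no explanation was tested.

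At 6 h after 0.5 Gy, the interferon list summed to 1301 CPM against at most 813 in the other libraries of this dose. Among the late libraries, the 6 h library stood apart in *Ifi44* at 3.80 log2 CPM, *Ifit3* at 4.28, *Isg15* at 3.45 and *Oasl2* at 5.92. These genes were chosen by the paper for their rise. The 38 genes of the list that Fig. 5a does not show had a median change of 0.89, higher in 31 of them. Granulocytes are argued against by their list at 6 h, 7.47 CPM, below the highest of the other libraries. A shift of all genes of similar expression is argued against by the random lists, 100% of which lay at or under the median of these 38 genes. Other differences of this library, among them cells other than granulocytes, and the time after irradiation stay open, since 6 h has 1 library.

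At 6 h after 0.2 Gy, which the paper does not report on for these genes, the interferon list summed to 944 CPM against at most 719. The 11 genes had a median change of 0.88, higher in 9 of them, where the earlier libraries of this dose had an SD of 0.18. The granulocyte list at 9.38 CPM was below its highest value at this dose, which argues against these cells. The rise may thus be a response at 6 h, a hypothesis that rests on 1 library per dose.

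The p53 list rose less after 0.2 Gy, with a median difference of -0.30 and an adjusted p of 0.00529 from camera on edgeR's fit. The number of generations that hold libraries of both doses is 0, so the dose and the generation of the libraries cannot be told apart for this list. The difference of dose stays open.

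The change late against early differed between the doses in *Pam16* (2.49, adjusted p = 0.0497), *Vmn1r13* (7.39, adjusted p = 0.0452) and *Cisd3* (-2.80, adjusted p = 0.0389) with edgeR. With the 6 genes that are not protein-coding, 9 genes were called. In 9 of these 9 genes, the 0 and 1 h libraries of 0.2 Gy both lay outside the range of the other 11 libraries, those of 0 and 1 h after 0.5 Gy included. The difference between doses may therefore come from these libraries and not from the response to the dose. *Pam16* shares 36.5% of its sequences of 30 nt with other genes.

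Late against early at 0.5 Gy, 9 genes were called that are not among the genes the paper lists, namely *Myod1*, *Lctl*, *Acp4*, *Mob3a*, *Cldn4*, *Traf4*, *Trp53inp1*, *Pard6g* and *Polk*. Apart from *Myod1*, they were chosen after their values were seen. In the 8 fits without 1 library, *Trp53inp1* was called in 8, *Pard6g* in 2, *Myod1*, *Acp4*, *Mob3a* and *Traf4* in 1, and *Lctl*, *Cldn4* and *Polk* in 0. *Trp53inp1*, *Traf4* and *Pard6g* are in the p53 list. Only 1 of the 35 splits of the 8 libraries into 4 and 4, the real one, gave as many called genes as the 28 found. For the median of the p53 list it was also 1 of 35, for the apoptosis list 3 of 35 and for the DNA repair list 24 of 35. The medians of the last 2 lists could thus come from a split of the libraries by chance.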

How the results depend on the processing

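The alternatives were set before the data were examined, except DESeq2 on length-scaled counts, which was chosen after seeing the data. The tests of splits were set before. No alternative was left out.

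At 1, 2.5, 4 and 6 h against 0 h, no gene was called with DESeq2's size factors, with length-scaled counts or without a fold-change threshold. Without a filter on low counts, 14, 25, 49 and 49 genes were called at these time points, and with at least 10 reads in every library 0, 3, 3 and 5. With the generation as a block the numbers were 0, 0, 4 and 4, with DESeq2 16, 59, 96 and 113 and with DESeq2 on length-scaled counts 30, 61, 73 and 99. In the fits that each left out 1 library of another time point, from 0 to 1 genes were called at 6 h, the 1 without replicate 1 or 2 of 4 h, and 0 at the other time points. The cause was not tested.

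Late against early, all alternatives called more genes higher than lower. The number was 47 without a filter on low counts, 17 with the block and 148 with DESeq2, and from 9 to 31 in the 8 fits without 1 library. It fell to 10 without replicate 1 of 0 h, 11 without replicate 2 of 0 h, 13 without the 2.5 h library, 9 without replicate 2 of 4 h and 9 without the 6 h library, fits with fewer libraries. The differences between replicates 1 and 2, which are of the first and second generation, had an r across genes of 0.115 between 0 and 1 h, 0.0716 between 0 and 4 h and 0.0991 between 1 and 4 h, and the numbers were not treated as pairs. Without the 10 most abundant genes, the linear Pearson's r was 0.915 to 0.981 in the 13 pairs of libraries of the same generation and 0.854 to 0.916 in the 15 pairs of different generations, and on log2 CPM it was 0.958 to 0.972 and 0.955 to 0.969. This comparison of pairs was made after the values were seen. A call lost with the block can come from the generation or from a test with a further term, which were not told apart.

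After 0.2 Gy, 16 genes were called without a filter and 1 with at least 10 reads in every library. DESeq2 without its beta prior called 79, and a fit of the 0.2 Gy libraries alone 1. For the difference between the doses the numbers were 8 without a filter, 5 with at least 10 reads and 81 with DESeq2 without its beta prior. In the 7 fits without 1 library of 0.5 Gy, the number was from 0 to 3. It was 0 without replicate 2 of 0 h, replicate 2 of 1 h, either replicate of 4 h or the 6 h library, and 1 without replicate 1 of 1 h. The cause was not tested.

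The medians of the p53 and apoptosis lists kept their direction and a camera p under 0.05 on edgeR's fit at both doses under each alternative run. That of the DNA repair list after 0.2 Gy was 0.086 with at least 10 reads in every library and no longer past the threshold. The cause was not tested. After 0.5 Gy it was 0.017 with all 8 libraries and ranged from 0.04 to 0.13 without 1 library, the highest without replicate 2 of 1 h. The p53 list ranged from 0.51 to 0.72 and the apoptosis list from 0.18 to 0.29.

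The lowest Pearson's r was 0.955 on log2 CPM, 0.854 without the 10 most abundant genes and 0.868 on TPM. The share of variance in the first 3 components was 63.9% over all 13 libraries, 54.0% over the 500 most variable genes and 91.7% on linear normalized counts. The cause was not tested. The medians of the interferon-stimulated genes at 6 h and the positions of the 2.5 h libraries moved by less than 1 SD under their alternatives, of which cluster 7 holds genes that the paper chose with the 2.5 h library of 0.5 Gy. The position of the 2.5 h library of 0.2 Gy nevertheless ranged from 0.0748 to 0.308 without 1 library of 0.5 Gy, with 0.0748 without replicate 1 of 4 h and 0.0885 without replicate 2.

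Of 135 values of 45 named genes under DESeq2, size factors or the block, 125 kept their direction and their side of the threshold. With DESeq2 7 gained a call, and with the block 2 lost it and *Trp63* turned to -0.0099. The genes that lost it were *Pmaip1*, with an adjusted p of 0.0754 with the block in edgeR and from 2.37e-09 to 0.135 over DESeq2, size factors, the block and fits without 1 library, and *Gm648*, with 0.0651 and from 3.41e-12 to 0.0843. Of 12 genes called, 7 lost the call in a fit without 1 library, and 1 other gained it. The log2 fold change late against early changed its sign in a fit without 1 library in 13 of the named genes. Without replicate 1 of 0 h, it was 0.12 for *Cbs*, -0.12 for *Trp63*, -0.011 for *Asap1* and 0.024 for *Cisd3*. Without the 2.5 h library, it was -0.11 for *Trp63*. Without the 6 h library, it was -0.55 for *Ifi44*, -0.0055 for *Ifit1*, -2.28 for *Ifit3*, -0.69 for *Irf7*, -0.47 for *Isg15*, -0.38 for *Oasl2*, -0.12 for *Usp18*, 0.10 for *Lypd3* and 0.025 for *Cisd3*. Without replicate 2 of 0 h, it was 0.041 for *Ifit2*. Without replicate 1 of 1 h, it was 0.23 for *Lypd3*. Without replicate 2 of 1 h, it was 0.28 for *Lypd3*. Without replicate 1 of 4 h, it was 0.16 for *Lypd3*. Without replicate 2 of 4 h, it was 0.16 for *Lypd3*. The cause was not tested. The furthest value with the sign of the fit of all 8 libraries was -0.999 for *Cbs*, 0.19 for *Trp63*, 1.70 for *Ifi44*, 2.67 for *Ifit1*, -0.42 for *Ifit2*, 1.96 for *Ifit3*, 0.86 for *Irf7*, 1.36 for *Isg15*, 0.81 for *Oasl2*, 2.26 for *Usp18*, -1.80 for *Lypd3*, 0.21 for *Asap1* and -0.23 for *Cisd3* in these fits.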

Differences from the paper's values

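No test of a cause was made for these differences. The paper gives 167 differentially expressed protein-coding genes, and edgeR called 0 at any time point against 0 h. With DESeq2 and its beta prior, the test that the paper's methods name, the number was 165, which closed the gap in the number. It was 82 without a filter on low counts, 5 with at least 10 reads in every library, 5 with the block and 0 with length-scaled counts or DESeq2's size factors, none of which closed it. DESeq2 on length-scaled counts, chosen after seeing the values, gave 156. Of the 44, 93, 106 and 126 genes of all kinds that the paper's authors called at the 4 time points, DESeq2 shared 17, 57, 78 and 80, with an r of the log2 fold changes between 0.871 and 0.882, and DESeq2 on length-scaled counts, chosen after seeing the values, shared 39, 88, 94 and 120, with an r of 0.998.

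The paper's numbers of called protein-coding genes at 1, 2.5, 4 and 6 h are 35, 64, 81 and 100, and edgeR called 0 at each, with 722, 1071, 1133 and 1195 genes at an unadjusted p under 0.05. DESeq2 gave 16, 59, 96 and 113, which closed the gap at 2.5, 4 and 6 h and not at 1 h. DESeq2 on length-scaled counts, chosen after seeing the values, gave 30, 61, 73 and 99 and closed it at all 4 time points. The other alternatives set before the data were examined did not close it.

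At 6 h against 0 h, the paper's log2 fold changes and those from edgeR were 2.79 and 6.18 for *Ankrd65*, 1.55 and 2.24 for *Fam167a*, 3.35 and 4.28 for *Eda2r*, 2.24 and 3.73 for *Pmaip1*, 1.93 and 2.94 for *Ifit1*, 1.95 and 3.04 for *Ifit3*, 2.17 and 3.74 for *Usp18*, 2.03 and 3.35 for *Isg15*. DESeq2 with its beta prior closed the gap for these 8 genes, with values of 2.54, 1.53, 3.33, 1.98, 1.78, 1.91, 1.96 and 1.99, and DESeq2's size factors in edgeR and the block did not. For *Asap1* the paper's value is 0.42 and the value here -0.13, and none of the alternatives set before the data were examined closed the gap. With DESeq2, *Jag2* was 1.02 against the paper's 1.63.

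For the apoptosis list at 1 h after 0.5 Gy, the paper's mean absolute log2 fold change is 0.560 and the value here 0.339. No alternative was set for this measure. Of 24 such values of lists, doses and time points, this is the only one that differs by more than 1.5 times and by more than the SD of replicates. The value here was lower than the paper's at each dose and time point of the apoptosis list, with 0.561 in the paper and 0.396 here at 1 h after 0.2 Gy and 0.831 and 0.643 at 2.5 h after 0.5 Gy. In Supplementary Table 12, the paper's values for 0.2 Gy are linear ratios of the deposited normalized counts in 652 of 652 cases, while those for 0.5 Gy are log2 fold changes in 656 of 665.

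The paper's mean fold of *Lcn2*, *Hhip*, *Star* and *Cbs* before against after irradiation is 1.6, and the value here was 5.57. The paper's mean fold of *Jag2*, *Zmat3*, *Traf3*, *Phlda3*, *Sfn* and *Lhx3* after 2.5 h is 1.33, and the value here was 8.22. No alternative was set for these folds before the values were seen. On the log2 scale, chosen after seeing the values, the mean change of the first 4 genes was 1.60 over libraries and 1.69 over time points, which closed the gap. That of the other 6 was 2.13 and 2.17, which did not.

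Supplementary Table 1 gives 27736274 and 26499249 mapped reads for replicates 1 and 2 of 1 h, where the files hold 26499249 and 27736274. For 4 h it gives 28169108 and 26203391, where the files hold 26203391 and 28169108. The totals of the replicates are thus exchanged at both time points, while the table's numbers of detected transcripts equal those of the files in 7 of 8 libraries.

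The paper labels cluster 1 of Supplementary Table 5 as up and down, and the median change at 1 h was -2.45 in the genes under up and 1.38 in those under down. The paper states that all genes of clusters 5 and 6 rose, and *Hhip*, which Supplementary Table 5 places in cluster 6 down, fell by 1.71 on the log2 scale at 6 h. The paper states an increase of *Trp73* over the whole period. The log2 fold change of *Trp73* was 0.43 at 1 h, 0.47 at 2.5 h, 2.84 at 4 h and 3.59 at 6 h. These values rose at each step, but those at 1 and 2.5 h were below their standard errors of 0.89 and 1.06. The paper places the 2.5 h point of 0.2 Gy near the early points, and its mean distance within its dose was 10.7 to them and 9.98 to the late ones, while over the points of both doses it was 11.4 and 11.8. The paper separates the doses at 2.5 h alone, and the distance between doses was 12.9 there, above 10.7 at 1 h, 10.4 at 4 h and 12.8 at 6 h and below 21.9 at 0 h. The legend of Fig. 5 limits significance to 4 genes at 6 h, and DESeq2 also called *Ifi44* (adjusted p = 0.000699) and *Rtp4* (adjusted p = 0.00227). Supplementary Table 5 lists *Rtp4* in cluster 4 up, so for this gene the legend differs from the paper's own list.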

Other observations

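The tests of equal depth, the time point and fragment length were chosen only after the result was seen. The 0 and 1 h libraries of 0.2 Gy detected more genes than the 3 later ones. Library depth is argued against, since at equal depth the lower of the 2 libraries still detected 3134 more genes than the highest of the later ones. The time point alone is argued against, since at equal depth it also detected 3845 more than the highest of the 0 and 1 h libraries of 0.5 Gy. Granulosa cells and stroma are argued against as well, since the lower summed CPM of the 2 libraries was 0.695 and 0.605 of the highest of the later libraries.

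In the same pair of libraries, 252 of 32073 genes lay more than 1 on the log2 scale outside the range of the 11 other libraries, and the next of the 78 pairs had 30. The median fragment length, read from the effective lengths of long transcripts, was 265.7 and 274.0 nt in this pair and between 280.1 and 401.4 in the others, the longest in replicate 2 of 0 h after 0.5 Gy. Shorter fragments may go with the genes set apart, a hypothesis found and tested on the same libraries. The time point alone is argued against here too, since the 11 other libraries include those of 0 and 1 h after 0.5 Gy. Other differences of this pair stay open.

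The oocyte list summed to between 3898 and 5337 CPM in the libraries of 0.5 Gy and between 3322 and 4909 in those of 0.2 Gy. The granulosa list summed to between 1497 and 2354 at 0.5 Gy, the stroma list to between 2571 and 3946 and the red blood cell list to between 2409 and 6220. Genes of these other cells were thus read in every library of 0.5 Gy. The changes over time, those of the p53 and interferon lists included, can therefore not be assigned to oocytes alone.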
